# Transcriptomic and open chromatin atlas of high-resolution anatomical regions in the rhesus macaque brain

**DOI:** 10.1038/s41467-020-14368-z

**Published:** 2020-01-24

**Authors:** Senlin Yin, Keying Lu, Tao Tan, Jie Tang, Jingkuan Wei, Xu Liu, Xinlei Hu, Haisu Wan, Wei Huang, Yong Fan, Dan Xie, Yang Yu

**Keywords:** Gene expression, Next-generation sequencing

## Abstract

The rhesus macaque is a prime model animal in neuroscience. A comprehensive transcriptomic and open chromatin atlas of the rhesus macaque brain is key to a deeper understanding of the brain. Here we characterize the transcriptome of 416 brain samples from 52 regions of 8 rhesus macaque brains. We identify gene modules associated with specific brain regions like the cerebral cortex, pituitary, and thalamus. In addition, we discover 9703 novel intergenic transcripts, including 1701 coding transcripts and 2845 lncRNAs. Most of the novel transcripts are only expressed in specific brain regions or cortical regions of specific individuals. We further survey the open chromatin regions in the hippocampal CA1 and several cerebral cortical regions of the rhesus macaque brain using ATAC-seq, revealing CA1- and cortex-specific open chromatin regions. Our results add to the growing body of knowledge regarding the baseline transcriptomic and open chromatin profiles in the brain of the rhesus macaque.

## Abstract (web summary)

Non-human primates share many features with humans and are an important animal model in neuroscience. Here, the authors present a comprehensive transcriptomic and open chromatin atlas of the rhesus macaque brain.

## Introduction

The complex genetic network in the brain underlying primate behaviors, cognition and emotion has been central in neuroscience. A comprehensive transcriptomic atlas of the brain is key to a deeper understanding of the brain function, which would facilitate neurological disease studies. The transcriptomic atlas for human brains has been established, from prenatal period to adulthood^1,2^. However, less is known about the transcriptome of the rhesus macaque brain.

The rhesus macaque (*Macaca mulatta*) is phylogenetically close to human being^3^, and it is one of the most commonly used non-human primate animals in neuroscience studies^4^. The structure and function of the rhesus macaque brain are similar to human brains. The neocortex (involved in higher-order brain functions) comprises 72% of the macaque brain, very close to the human neocortex that represents 80% of the brain volume^5^. In contrast, only 28% of the rat brain is neocortex. The nucleus organization and projection pathways of the macaque hippocampus are also more similar to that of human than rodents^6^. Given the similarity between human and macaque brains, a comprehensive transcriptomic atlas of rhesus macaque brain could facilitate neuroscience studies toward a better understanding of the human brain. However, previous transcriptomic studies^7–11^ on the rhesus macaque brain either had limited sampled brain regions or focused narrowly on non-coding RNA.

In addition to the transcriptome, the open chromatin state is also involved in the regulation of gene expression. Region- and cell-specific patterns of open chromatin have been reported in human and mouse brain using ATAC-seq^12,13^ (Assay for Transposase-Accessible Chromatin using sequencing). Nevertheless, it remains unknown whether region- or individual-associated open chromatin pattern exists in the rhesus macaque brain. Furthermore, the association between chromatin accessibility and gene expression has not been thoroughly explored in the rhesus macaque brain.

In this study, we generate an anatomically comprehensive transcriptomic atlas of the rhesus macaque brain, as well as chromatin accessibility atlas of the rhesus macaque cerebral cortex. We perform RNA-sequencing (RNA-seq) on 416 samples from 52 regions (anatomically and functionally related to human counterparts) of the rhesus macaque brain, revealing transcriptomic differences among different brain areas. We compare the transcriptomic profiles of the rhesus macaque brain with the human brain across several brain areas. In addition, we survey the open chromatin regions in several cerebral cortical regions and hippocampal CA1 (cornu Ammonis 1) of the rhesus macaque brain using ATAC-seq, revealing region-specific patterns of chromatin accessibility.

## Results

### Transcriptomes of 52 regions in the macaque brain

To build a comprehensive transcriptome map of the rhesus macaque brain, we profiled the transcriptomes of 52 brain regions in eight rhesus macaques (416 brain samples in total, Fig. 1a–d, Supplementary Tables 1 and 2, RNA quality control information in Supplementary Note 1) using Ribo-zero RNA-seq (see Methods). 

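The expression values analysed here were the counts of 408 samples, from 51 of these sub-regions in all 8 animals. The 8 midbrain samples were left out, as in the downstream analyses of the paper. Ribo-zero RNA-seq removes ribosomal RNA before sequencing and so keeps transcripts with and without a poly(A) tail. The animals, numbered 1 to 8 as in Supplementary Data 1, were 4 males and 4 females. Of each sex, 2 animals were young (3.2 to 5 years) and 2 were mid-aged (9.8 to 10 years). The cerebral cortex contributed 31 sub-regions (248 samples). The other 20 sub-regions (160 samples) belonged to 15 region groups of Supplementary Table 1. The authors mapped the reads to the Mmul 8.0.1 genome with HISAT2, counted them on the genes of Ensembl release 91 with HTSeq and deposited the counts without normalization. The methods name no strand or overlap option for the counting, so the counts of overlapping, antisense and near-identical genes are uncertain. Between 7784678 and 31083490 reads per sample were counted on genes in the cortex, with a median of 10635486. Outside the cortex the totals lay between 7842729 and 20271150, with a median of 10849715. The median of a region group ran from 9788047 in the pons to 12490678 in the thalamus (THA). Levels are given as CPM, counts scaled by library sizes adjusted with the TMM method of edgeR. Differential expression was tested with edgeR's quasi-likelihood test on the counts, with Benjamini-Hochberg adjusted p-values (FDR). The animal was the replicate, so the counts of a region group with several sub-regions were summed within each animal. Comparisons within an animal had the animal as a block. Choices that could change the numbers were the filter on low counts, the normalization, the block and the test.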

Samples from the midbrain were excluded from downstream analysis except for de novo transcriptome assembly, due to possible mixture of residual tissue from the ventral tegmental area (VTA) and substantia nigra (SN) (see Methods). For each sample, we sequenced an average of 60 million raw reads (ranged 45–180 million reads, sequencing quality statistics in Supplementary Data 1), with mapping rates around 80% (ranged from 67.85 to 88.93%, Supplementary Fig. 1a–d). 

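On genes, the median number of reads counted per sample ran from 9616522 in animal 2 to 11528853 in animal 1. Supplementary Data 1 lists the paper's own properly mapped reads and mapping rates for 416 samples, but no reads before mapping. Reads before mapping derived from these values ran from 56378786 to 221269935 per sample, with a mean of 80506909. They lie above the raw read numbers in the paper's text, which are close to its properly mapped reads. The paper's properly mapped reads ran from 44882628 to 176197250, with a median of 61249345, and the paper's mapping rate had a median of 79.6%. Expression values were computed from the counts alone, and the mapped reads were used only for the share of reads on exons.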

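The count table held 30807 genes. A read count > 1 in at least 3 samples was reached by 24243 genes (78.7%), of which 592 reached it in exactly 3 samples. A count above 0 in any sample was found for 28569 genes, and 12651 genes had a count > 1 in all samples. CPM > 1 in at least 3 samples left 17630 genes. A count of at least 10 in at least 3 samples left 18008 genes, and a count > 1 in at least 8 samples left 22352.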

A total of 23,651 genes were detected (read count > 1 in at least three samples) (the RNA-seq data processing pipeline as shown in Supplementary Fig. 1e).

**Fig. 1:**
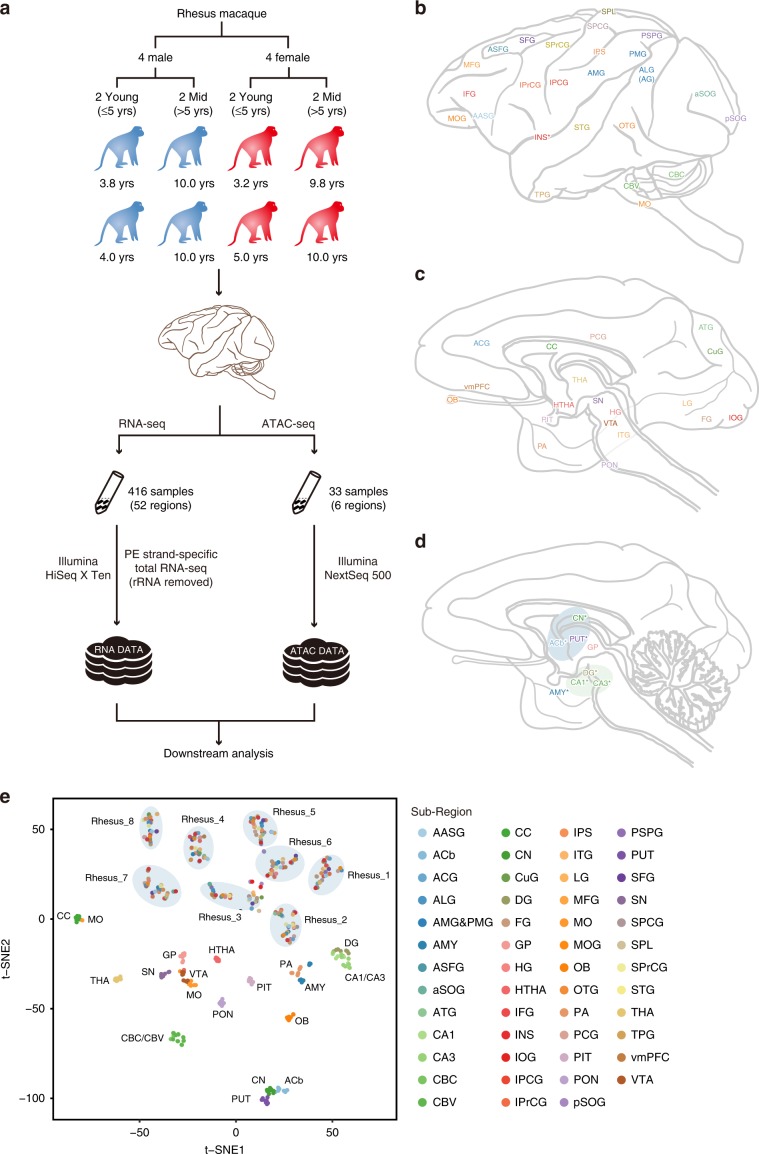
Experimental protocol, diagram of the macaque brain. **a** Diagram of experimental design. **b** Lateral surface of the rhesus macaque brain, marked with name of brain regions. Full names for the abbreviations of the brain regions were listed in Table S1. **c**, **d** Median sagittal plane view of the rhesus macaque brain. **e** t-SNE scatterplot of various brain regions based on the whole-genome transcriptome, and the dot color represented its origin of region. The shadow circles showed clusters of cortex regions from each rhesus macaque individual.

To gain a high-level understanding of the rhesus brain transcriptome, we visualized the samples in two dimensions using t-distributed stochastic neighbor embedding (t-SNE). The samples from non-cortical regions, like the pons (PON) in the brainstem, clustered by regions. 

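For each of the 160 non-cortical samples, the nearest of all other samples was taken as that with the highest Pearson correlation of variance-stabilized (VST) values over the detected genes. The nearest sample came from the same region group in another animal for 115 samples (71.9%). With region group labels permuted within each animal, this share averaged 0.961% (two-sided permutation p = 1e-05, the smallest that 100000 permutations can give). It held for 8 of 8 samples in the PON and likewise in the corpus callosum (CC), olfactory bulb (OB), entorhinal and perirhinal cortex (PA), PIT, SN, THA and VTA. In the amygdala (AMY) and the globus pallidus (GP) it held for 7 of 8 samples, in the hypothalamus (HTHA) for 6 of 8, in the medulla oblongata (MO) for 5 of 8 and in the striatum (STR) for 17 of 24. It held for 8 of 24 samples in the hippocampus (HIP) and 1 of 16 in the cerebellum (CB). The other 45 samples were nearest to a sample of the same animal, of the same region group in 38 of them and of another in 7. The hypothalamus sample of animal 4 also held high levels of genes of the cortex. The share was highest in t-SNE coordinates (132 samples, 82.5%) and lowest with Spearman correlation (102 samples, 63.75%).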

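Within the cerebral cortex, the sample with the most similar VST profile came from the same animal for 246 of 248 samples (99.2%). This share averaged 12.5% when animal numbers were permuted within each sub-region (permutation p = 1e-05, the lowest value possible with 100000 draws). All 31 samples of each of animals 1 to 6 were nearest to a sample of their own animal, and so were 30 of 31 samples of animal 7 and of animal 8. For 149 samples the nearest one lay in the same lobe of the same animal. The same sub-region of another animal was the nearest for 0 of the cortex samples. The share moved most with the 1000 most variable genes, to 97.2%.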

Whereas samples from cerebral cortical regions clustered by individuals (Fig. 1e, Supplementary Fig. 1f–g and Supplementary Note 2). Such clustering patterns suggests that non-cortical structures might have less inter-individual heterogeneity than the cerebral cortex. 

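The difference between animals was measured in each sub-region as the median of 1 − Pearson's *r* of VST values over the pairs of animals. It was 0.0114 ± 0.00164 (mean ± SD, n = 31) in cortical and 0.0139 ± 0.00353 (n = 20) in non-cortical sub-regions, with a mean difference of -0.00249 (permutation of the cortex label over sub-regions, two-sided p = 0.00055). By this measure the animals differed less in the cortex. The sub-regions come from the same 8 animals and are not independent, so the p-value measures no spread between animals. Values lay between 0.00905 in the posterior superior parietal gyrus and 0.0236 in MO, followed by PIT (0.0215) and HTHA (0.0166). The cerebellar cortex (CBC), at 0.00983, was the lowest outside the cortex and ranked 4 of 51. In 46 of 51 sub-regions the first component of the differences between animals followed the paper's transcript integrity score. It followed the RNA integrity number (RIN) in 0 of 51 after adjustment. The paper calculated the transcript score from the RNA-seq data themselves. Part of these values may therefore reflect RNA integrity, but other causes were not separated from it. Within an animal, sub-regions of the cortex differed from each other by 0.00937 ± 0.00183 (n = 8 animals) and non-cortical ones by 0.0515 ± 0.00215. Among alternatives the difference was, in absolute units, largest with the 1000 most variable genes (-0.0104, p = 0.00269 by the same permutation test). It was smallest with Spearman correlation (-0.00129, p = 0.0144). The scale differs between alternatives, with a cortex mean of 0.0525 for the 1000 genes, so this order is not one of relative size. The paper proposes lower heterogeneity of non-cortical structures from the grouping of samples in the t-SNE, which also depends on how far regions differ within an animal.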

To determine whether cellular composition contributed to inter-individual heterogeneity, we further performed deconvolution analysis based on previously published single-cell RNA-seq dataset of rhesus macaque brain^11^ using CIBERSORT^14^. With the published signature of cell types from the prefrontal cortex of adult macaque, we found that different brain regions varied in inferred cellular composition (Supplementary Fig. 2a). In contrast, within each brain region, the inferred cellular composition of samples from different individuals was similar, especially in the cerebral cortex (Supplementary Fig. 2b). For instance, the cortical regions generally had abundant ExN5 (Excitatory Neuron subtype 5, Supplementary Fig. 2a, c). Meanwhile, the proportion of oligodendrocytes was especially high in the Corpus Callosum (abundant in axonal content) compared with cortical regions, which was in accordance with their difference in axonal density^15^.

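Cell proportions were not inferred here, and marker transcripts were read directly. The oligodendrocyte list, written before the data were examined, had 10 genes, of which 9 were used, among them *MBP*, *MOBP* and *CNP*. The mean log2(CPM + 1) of the genes used was 11.47 ± 0.14 (SD, n = 8 animals) in CC and 6.15 ± 0.17 over the cortical sub-regions of the same animals. The paired difference of 5.32 ± 0.23 was positive in 8 of 8 animals (exact sign-flip permutation test, two-sided p = 0.00781, the smallest that 8 pairs allow). *MBP* (ENSMMUG00000011333) had 53569 ± 4608 CPM in CC and 1706 ± 190 CPM in the cortex. Differences of the genes named ran from 4.76 for *CNP* to 5.54 for *MOBP*. Among region groups the GP came second to CC, with a mean of 10.56 ± 0.32. A pseudocount of 0.1 in place of 1 moved the difference most, to 5.37. The CC samples also held transcripts of choroid plexus genes, in amounts that varied between animals. Marker levels follow the amount of RNA from a cell type and are not proportions of cells.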

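Each of the 16 region groups was tested separately for mid-aged against young animals, with sex as a covariate, and for female against male animals, with age stage as a covariate (4 animals against 4). A gene was called in a group at FDR < 0.1 and an absolute log2FC > 1. Between 14211 genes (PON) and 19822 genes (cortex) were tested per group. For age, 40 gene and region group pairs were called, 14 higher and 26 lower in mid-aged animals, and 30 of them were in PIT. No pair was called in AMY, HIP, HTHA, OB, PON, STR or the cortex, where between 201 (AMY) and 1087 (cortex) genes had an unadjusted p under 0.05. The rule for named genes gave *SPINK2* (log2FC -3.57), *F5* (log2FC -3.25) in PIT and *DCDC1* (log2FC -3.17) in CB as lower in mid-aged animals. With each animal left out in turn, *SPINK2* and *F5* were no longer called in 7 of 8 fits each, and *DCDC1* kept its call in all 8. With DESeq2 in place of edgeR, 802 pairs were called for age. Leaving out each animal in turn gave from 3 pairs (without animal 1) to 926 pairs (without animal 5).

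For sex, 256 pairs of 33 distinct genes were called, 55 higher and 201 lower in females, and 96 were pairs of the 6 Y-linked markers. These markers had at least 84 counts in each male sample and at most 6 in any female sample. In females, *RAB27B* was at least 8.16-fold higher in PIT, and *IFI6* in OB (log2FC 1.06) and *ZFX* in CC (log2FC 1.02) were higher. With each animal left out in turn, *RAB27B* was no longer called in 6 of 8 fits, *IFI6* in 7 and *ZFX* in 5. In CB *DDX3Y* was at least 2033-fold and *USP9Y* at least 1284-fold higher in males, as was *DDX3Y* by at least 982-fold in GP. *RAB27B* was not called with DESeq2, which called 999 pairs. Without animal 5 there were 2235 pairs, and across the other fits that each left out 1 animal at least 229. Of the paper's 245 age-related pairs in Supplementary Data 2, 230 were tested, 230 changed in the paper's direction and 34 were called. Of the paper's 42 sex-related pairs in Supplementary Table 3, 40 were tested, all 40 in the paper's direction, and 5 were called. The paper chose both lists for a difference in these same animals, so the shared direction is no independent test. Other divisions of the 8 animals also gave many calls, which limits what these counts show.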

We also compared young (not older than 5 years) versus mid-aged (older than 5 years), and male versus female rhesus macaques using mixed-effect generalized linear model (see Methods), and identified potentially age-related (Supplementary Data 2) and sex-related genes (Supplementary Table 3) in various regions of the rhesus macaque brain (permutation-based FDR < 0.1, Supplementary Fig. 3a, b). For instance (Supplementary Fig. 3c), in the young rhesus macaques, we found upregulation of *EBF3* in the hypothalamus, which involves the development of dopaminergic neurons^16^. 

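In HTHA, *EBF3* (ENSMMUG00000011447) had 8.41 ± 1.67 CPM (SD, n = 4) in young and 2.55 ± 1.09 CPM (n = 4) in mid-aged animals. Its log2FC of -1.72 for mid-aged over young (SE 0.32) had an FDR of 1.0 by edgeR's quasi-likelihood test and was not called, although each young animal lay above each mid-aged animal. With DESeq2 it was called, with a log2FC of -1.71. The mid-aged HTHA sample of animal 4, which held high levels of genes of the cortex, had the lowest *EBF3*, and without that animal the log2FC was -1.56. Growth hormone (*GH1* in the paper, ENSMMUG00000039847) is listed for PIT in Supplementary Data 2. It had 72767 ± 14837 CPM in young and 13005 ± 8528 CPM in mid-aged animals (log2FC -2.56, SE 0.50, FDR 0.158), with no overlap between the 4 young and the 4 mid-aged animals. The reference names this identifier *GHV*. Growth hormone genes have near-identical copies, so the counts of this gene are uncertain.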

The brain regions of the aged rhesus macaque generally had upregulation of nicotinic cholinergic receptor *CHRNA1*, which might be a compensatory reaction to decreased acetylcholine level related to aging^17^. However, most of the age- and sex-related differential genes had not been reported so far, and further investigations are needed.

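*CHRNA1* (ENSMMUG00000021796) was called as higher in mid-aged animals in 7 region groups. In GP it had 38.8 ± 14.0 CPM (SD, n = 4) in mid-aged and 2.00 ± 1.07 CPM in young animals, a log2FC of 4.28 (SE 0.45, FDR 0.0694 by edgeR's quasi-likelihood test). The paper's Supplementary Data 2 does not list *CHRNA1* for GP. Its log2FC was 3.59 in MO (FDR 0.0174), 3.58 in VTA (FDR 0.00162), 3.43 in SN (FDR 0.0295), 3.40 in THA (FDR 0.0368), 2.82 in CC (FDR 0.0242) and 2.53 in PA (FDR 0.0662). In CB, HTHA and PON, which the paper also lists, the log2FC was 3.63, 3.52 and 2.97, with FDR between 0.103 and 0.429. DESeq2 called these 3 groups and also AMY, HIP, OB, STR and the cortex. In 15 of 16 groups all 4 mid-aged animals lay above all 4 young animals. PIT was the exception (1.56 ± 1.09 and 0.877 ± 0.630 CPM). The log2FC was 1.02 in the cortex, with FDR 0.630. With each animal left out in turn, the log2FC in GP stayed between 3.92 and 4.72, but 6 of the 8 fits no longer called it. The call was also lost in 6 of 8 fits in PA, 4 in SN, 3 each in MO and THA and 2 in CC, and of the 7 groups VTA alone kept it in all 8. The paper proposes a compensatory reaction to lower acetylcholine levels.

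**Figure D1:**
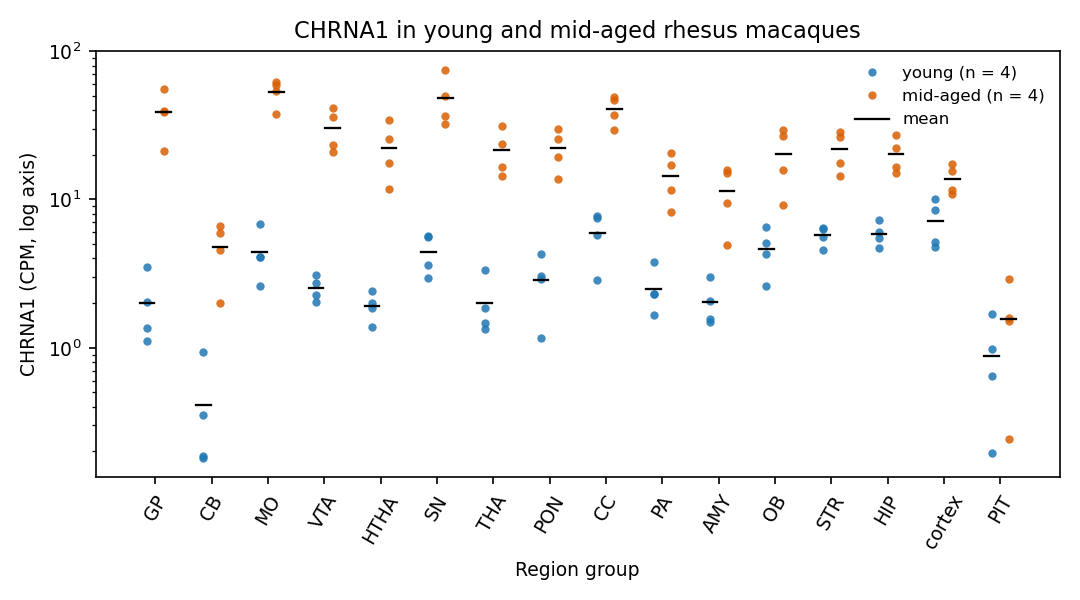
*CHRNA1* in each region group, in CPM on a log axis, with a point for each animal (4 young, 4 mid-aged) and a line at the mean of each age group. Mid-aged animals lie above young animals in 15 of the 16 region groups, and the groups overlap in PIT.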

### Similar profiles between human and macaque brain

To elucidate the conservation of regional expression profile between human and rhesus macaque brains, we compared our RNA-seq data with the human brain dataset obtained from the PsychEncode^11^ (see Methods, Supplementary Tables 4 and 5). Similar to rhesus macaque, t-SNE analysis revealed that the cerebral cortex from the human brain tended to cluster by individual, while deeper structures like striatum, thalamus, cerebellar cortex clustered by region (Fig. 2a). Human and rhesus macaque brain exhibited similar expression patterns in the striatum, thalamus and cerebellar cortex. Correlation analysis of homologous genes identified the highest similarity in the same brain regions between human and rhesus macaque (Fig. 2b), especially in non-cortical regions.

**Fig. 2:**
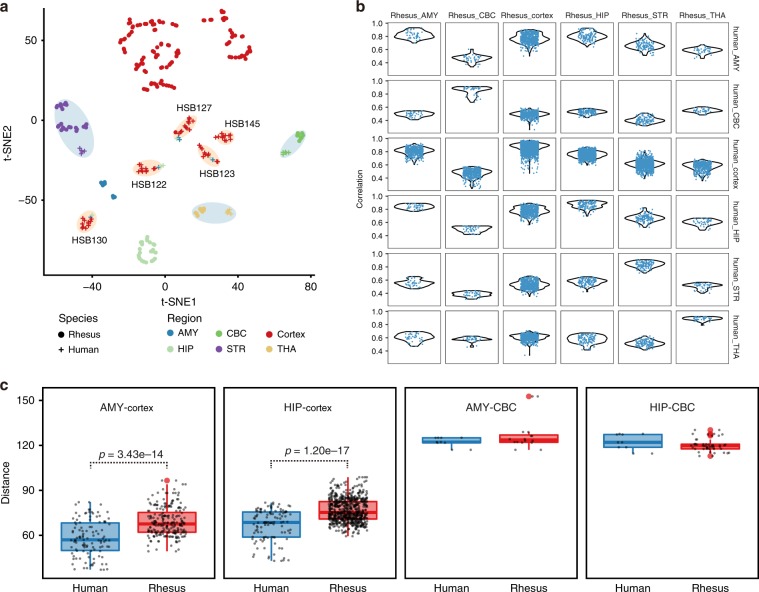
Similar expression profiles between human and macaque brains. **a** Combined t-SNE using the human and rhesus macaque dataset. The blue shadow circles indicated similar expression pattern in the striatum, thalamus and cerebellar cortex between human and rhesus macaque. The orange shadow circles indicated clusters of samples from the same individual. **b** Violin plot showing the distribution of correlation coefficient of homologous genes in same structure between human and rhesus macaque. **c** Boxplot showing the euclidean distance between amygdala (AMY) and cortex, hippocampus (HIP) and cortex, AMY and cerebellar cortex (CBC), HIP and CBC in the same species. In boxplots, center line, box edges and whiskers indicate the median, upper and lower quartiles (the 25th and 75th percentiles) and 1.5 × interquartile range, respectively.

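In the rhesus macaque samples, the sample with the most similar VST profile to an AMY sample was another AMY sample in 7 of 8 animals. In animal 7 it was the PA sample (entorhinal and perirhinal cortex) of the same animal, which is not counted among the 31 cortical sub-regions, and a sample of those was the most similar in 0 of 8. For CA1, CA3 and the dentate gyrus (DG), the most similar sample was from the hippocampus in 8 of 8 animals each. It came from the same animal for 6 CA1, 6 CA3 and 4 DG samples.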

Unlike the rhesus macaque counterparts, the human amygdala and hippocampus samples aggregated with the cerebral cortex samples from the same donor. The distance between the amygdala and the cerebral cortex was significantly smaller in human than in rhesus macaque. 

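For the macaque samples, the Euclidean distance of VST values was measured within each animal, as the median over its cortical sub-regions. It was 75.7 ± 5.46 (SD, n = 8 animals) between AMY and cortex and 82.7 ± 2.04 between HIP and cortex. Cortical sub-regions of an animal lay 49.99 ± 4.84 apart. AMY and HIP were each farther from the cortex than cortical sub-regions were from each other in 8 of 8 animals (exact sign-flip permutation test, p = 0.00781 for each, the lowest possible with 8 animals). AMY was nearer to the cortex than HIP by a mean difference of -7.01 ± 4.37, in 8 of 8 animals (exact p = 0.00781). The scale of the distance follows the transformation, and with the 1000 most variable genes the distances to the cortex were 38.5 ± 1.21 for AMY and 43.9 ± 0.746 for HIP. The human samples were not analysed here.

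**Figure D2:**
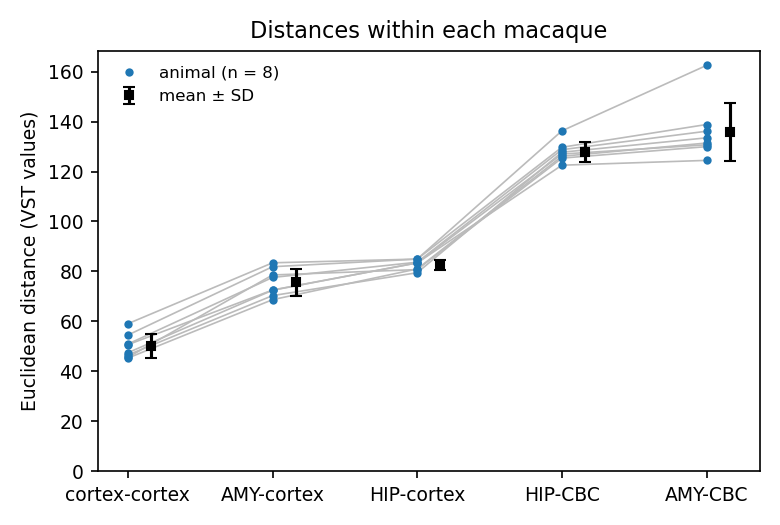
Euclidean distance of VST values within each of 8 macaques, with a point and line per animal and squares with bars for the mean ± SD. Distances of AMY and HIP to the cortex lie between those among cortical sub-regions (49.99 on average) and those to CBC.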

The distance between hippocampus and cortex was also smaller in human (Wilcoxon rank-sum test, both *p*-value < 1e–13, Fig. 2c). In comparison, the difference between the amygdala-cerebellum/hippocampus-cerebellum was insignificant. This suggests possible evolutionary shifting of amygdala and hippocampus to resemble function and cell composition of the cerebral cortex. 

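The macaque distance to CBC was 135.9 ± 11.6 (SD, n = 8) for AMY and 127.9 ± 4.03 for HIP. Animal 3 had an AMY to CBC distance of 162.5, far above the others. AMY lay nearer to the cortex than to CBC by -60.3 ± 8.73 and HIP by -45.2 ± 3.52, each in 8 of 8 animals (exact sign-flip permutation test, two-sided p = 0.00781, the smallest that 8 animals allow).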

We identified differential genes for each corresponding brain regions between human and rhesus macaque (Wilcoxon rank-sum test, FDR < 0.05). The highest number of differential genes was found in the cerebellar cortex (Supplementary Data 3), followed by deep structures like the amygdala and hippocampus, while the neocortex had the least inter-species differential genes, which was similar to the previous study between human and chimpanzee brains^18^.

### Co-expression analysis found region-related modules

To explore the co-expression and gene interaction network across brain regions, we identified 59 gene co-expression modules using WGCNA^19^ analysis (see Methods) (Supplementary Fig. 4a). Some of the modules were highly correlated to specific brain regions (Fig. 3a), such as module M2, which was related to the pituitary (PIT) region (Pearson’s *r* 0.987, *p*-value < 0.001).

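The module search was not repeated. The first principal component of the standardized log2 normalized counts of the 1509 genes listed for M2 in Supplementary Data 4 was taken as the module score, and its correlation with the pituitary indicator over the 408 samples had Pearson's *r* 0.946 and Spearman's rho 0.240. As the authors formed the module from these same samples and named it for its relation to the pituitary, a permutation of the labels is no test of this relation, and no p-value is given. Without the 2 samples farthest from the median, *r* was 0.930. The score was 6.69 ± 0.14 (SD, n = 8) in PIT and -0.134 ± 0.326 (n = 400) elsewhere. The lowest PIT sample (6.55) lay above the highest other sample (1.17), so the correlation is that of 2 separate clusters. With this full separation, the rho of 0.240 is the largest that 8 marked samples among 408 allow. Within animals PIT was highest in 8 of 8. With normalized counts that were not log-transformed, *r* was 0.987.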

**Fig. 3:**
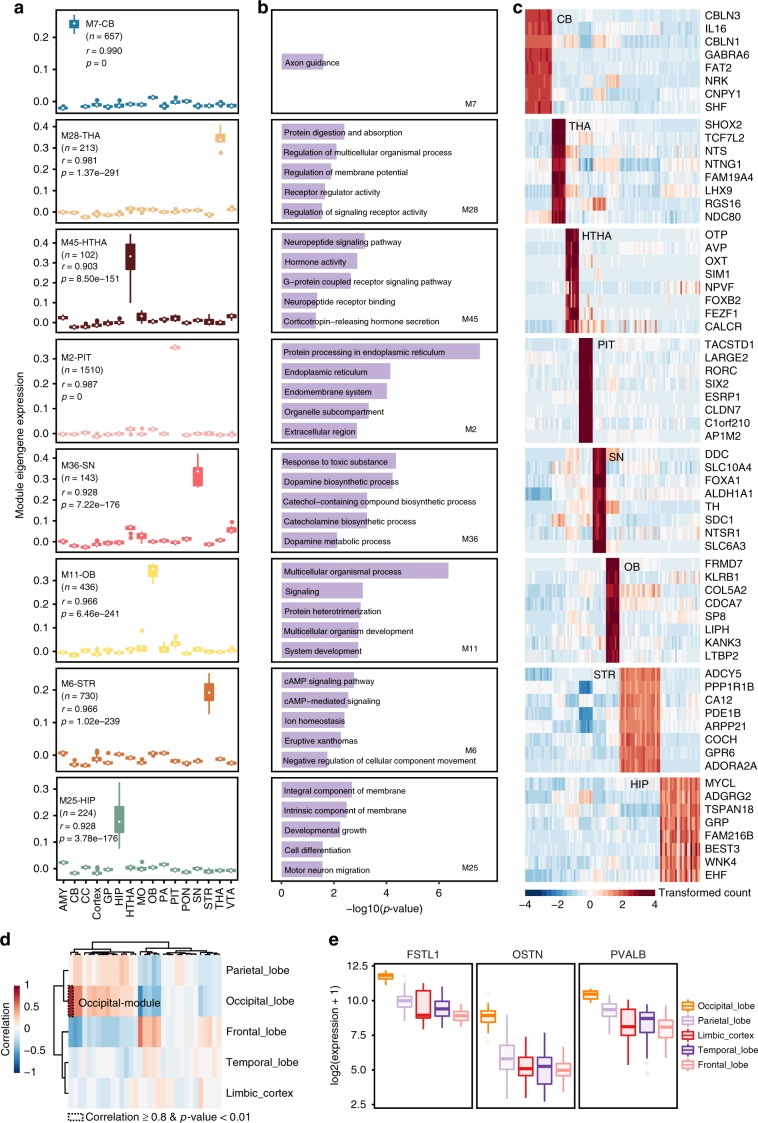
Region-related gene modules. **a** Boxplot showing expression of the module eigengenes for each of the region-related gene modules. The modules were highly correlated to specific regions (Pearson’s *r* > 0.9, *p*-value < 0.01). The parenthesized number represented number of genes in each module. **b** Enriched GO-terms of the corresponding gene modules. **c** Expression heatmap of the top genes in each of the region-related gene module, scaled by row. **d** Heatmap showing correlation between brain lobes and gene modules discovered in cerebral cortex samples. **e** Boxplot depicting expression of top marker genes in occipital lobe-associated gene module (occipital module). In boxplots, center line, box edges and whiskers indicate the median, upper and lower quartiles (the 25th and 75th percentiles) and 1.5 × interquartile range, respectively. The colors represented lobe of origin.

The functional enrichment (adjusted *p*-value < 0.05, see Methods; Fig. 3b and Supplementary Table 6) and hub genes (Fig. 3c) of these modules also reflected the function of the corresponding regions. Some known marker genes were among the top hub genes of each region-related module. For instance, we found olfactory bulb-specific transcription factor *SP8*, *SP9*, and *TBX21* in the olfactory bulb-related module M11 (Supplementary Data 4). 

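Genes of each region group were sought in a single fit over the 16 groups and 8 animals, with the animal as a block. A gene was called when the test over all groups had FDR < 0.05 and its level was over 2-fold higher than in each other group. Of 16829 genes tested, 1938 were called. PIT had 753 genes, CB 291, CC 176, OB 162, STR 147, THA 89, PON 72, HIP 64 and the cortex 60. SN had 40 genes, HTHA 36, MO 16, PA 13, AMY 12, VTA 4 and GP 3. With the detection rule of the paper as the filter, 3127 genes were called, among them 68 for AMY, 42 for PA, 18 for VTA and 17 for GP. The log2FC of a gene is given against the group with the next-highest level. The top genes of Fig. 3c named here were all called for their group. The log2FC was 2.68 to 4.20 for *IL16*, *FAT2*, *NRK*, *CNPY1* and *SHF* in CB, and 2.72 to 4.14 for *TCF7L2*, *NTS*, *NTNG1*, *LHX9* and *NDC80* in THA. It was 2.58 to 3.96 for *SIM1*, *NPVF*, *FEZF1* and *CALCR* in HTHA, where the sample of animal 4 held genes of the cortex. *NPVF* was highest in HTHA in 6 of 8 animals and *CALCR* in 7 of 8. In PIT, *TACSTD1*, *LARGE2*, *SIX2*, *ESRP1*, *CLDN7*, *C1orf210* and *AP1M2* had 4.78 to 8.50. In SN, *DDC*, *SLC10A4*, *ALDH1A1*, *TH*, *SDC1* and *NTSR1* had 2.63 to 3.34. *KLRB1*, *COL5A2*, *CDCA7*, *LIPH*, *KANK3* and *LTBP2* in OB had 2.87 to 4.45, where the reference names the *LIPH* identifier *TMEM41A*. *ADCY5*, *PPP1R1B*, *CA12*, *PDE1B*, *ARPP21*, *COCH* and *GPR6* in STR had 2.66 to 4.78. *MYCL*, *ADGRG2*, *TSPAN18*, *GRP*, *FAM216B*, *WNK4* and *EHF* in HIP had 1.50 to 2.25, with *EHF* highest in HIP in 7 of 8 animals.

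The genes with the largest log2FC over the next group, each highest in its group in 8 of 8 animals, were *FRMD7* (7.73), *MS4A15* (at least 31.9-fold) and *WDR64* (5.68) for OB. In CB they were *GABRA6* (10.15), *CDH15* (8.16) and *CRTAM* (7.05), in STR *AMBN* (5.35), *ADORA2A* (5.08) and *SLC5A12* (4.91), and in THA *SHOX2* (5.07), *IL12B* (4.56) and *FAM19A4* (4.14). In HTHA they were *HCRT* (6.60), *OXT* and *OTP* (3.98), in HIP *MFAP5* (6.70), *BEST3* (3.95) and *DAZL* (2.75), and in SN *SLC6A3* (4.48), *ZDHHC19* (4.35) and *OTOR* (4.27). In CC they were *SLC47A2* (3.22), *SFRP1* (2.98) and *CFAP161* (2.89), where samples also held choroid plexus transcripts. In PON they were *PASD1* (4.08), *IRX4* (3.24) and *OPRPN* (3.08), in MO *POU4F1* (3.23), *HOXA7* (2.97) and *EGF* (1.62), and in PA *RAB44* (2.53), *KRT5* (2.38) and *SERPINB5* (1.95). In AMY they were *DCSTAMP* (5.24), *PTGER3* (2.00) and *KCTD4* (1.26), in VTA *NKX6-1* (1.35) and in GP *SDS* (1.34). The GP sample of animal 2 held genes of STR, the PON sample of animal 7 and the MO sample of animal 4 genes of CC.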

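In OB *SP8* (ENSMMUG00000003722) had 145.9 ± 23.4 CPM (SD, n = 8 animals), against 6.37 ± 0.891 CPM in the cortex, the group with the next-highest level (log2FC 4.51, SE 0.30, FDR 7.76e-71 over the 16 groups). *SP9* (ENSMMUG00000023005) had 25.1 ± 7.38 CPM in OB and 8.53 ± 2.41 CPM in STR (log2FC 1.57, SE 0.23, FDR 1.34e-64), and it was not called when a 4-fold difference was required. Both were highest in OB in 8 of 8 animals. *TBX21* was not analysed here.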

*SP8* and *SP9* were involved in the development of somatostatin interneurons in the olfactory bulb^20,21^, and expression of *TBX21* was specific to the mitral and tufted cells of the olfactory bulb in mouse^22^. 

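*CBLN1* (ENSMMUG00000022217) had 739 ± 102 CPM (SD, n = 8) in CB and 79.7 ± 30.2 CPM in SN, the group nearest to it (log2FC 3.25, SE 0.35, FDR 6.9e-60 over all groups). *CBLN3* (ENSMMUG00000009515) had 698 ± 112 CPM in CB and 7.70 ± 2.39 CPM in CC (log2FC 6.58, SE 0.20, FDR 3.87e-100). Each gene was highest in CB in every one of the 8 animals.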

We also found cerebellum-specific gene *CBLN1* and *CBLN3* (precursor of cerebellin) in the cerebellum-related module (M7).

In terms of the thalamus-pituitary axis, *AVP* (arginine vasopressin) and *OXT* (oxytocin) were among the top genes in the hypothalamus-related module (M45). Both genes are expressed in the supraoptic nucleus and paraventricular nucleus of the hypothalamus^23^. 

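*OXT* (ENSMMUG00000010678) had 805 ± 543 CPM (SD, n = 8) in HTHA and 18.3 ± 31.4 CPM in GP, the next group, a log2FC of 6.06 (SE 0.48, FDR 5.87e-73 over all groups), and it was highest in HTHA in 8 of 8 animals. The HTHA sample of animal 4, with high levels of genes of the cortex, had 459 CPM, within the range of the other 7. *AVP* was not analysed here.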

Meanwhile, the top expressed genes in the pituitary-related module (M2) were highly specific to the pituitary, including growth hormone (GH1), growth hormone-releasing hormone receptor (*GHRHR*), and anterior pituitary glycoprotein hormones common subunit alpha *CGA*.

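In PIT, *GH1* (ENSMMUG00000039847) had 40642 ± 32229 CPM (SD, n = 8), and the GP had 4.04 ± 2.80 CPM (log2FC 13.08, SE 0.98). The near-identical copies of this gene make its value uncertain. *GHRHR* (ENSMMUG00000011764) had 960.5 ± 527.6 CPM in PIT and 0.259 ± 0.207 CPM in GP (log2FC 12.68, SE 0.53). *CGA* (ENSMMUG00000000222) had 2688 ± 1419 CPM in PIT and 0.276 ± 0.588 CPM in VTA (log2FC 13.58, SE 0.54). FDR over the 16 groups was between 2.82e-86 and 8.08e-64, and each was highest in PIT in 8 of 8 animals. Outside PIT, the medial orbital gyrus (MOG) sample of animal 8 held *GH1* at 1871 CPM.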

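Genes called for the cortex, at over 2-fold above each other region group, included *KCNS1* (61.8 ± 23.3 CPM, SD, n = 8; log2FC 4.17 over HTHA), *SPINK5* (2.48 ± 1.37 CPM; log2FC 4.00 over HTHA) and *GSG1L2* (1.81 ± 1.14 CPM; log2FC 2.77 over AMY). The level of *KCNS1* in HTHA came mainly from the sample of animal 4. Of further genes of M9 and M10 shown in Supplementary Fig. 4, the cortex had the highest mean of *MEF2C* (log2FC 0.57 over PA, SE 0.25), *NLK* (0.54 over PA, SE 0.17), *TOLLIP* (0.38 over AMY, SE 0.10), *ARHGAP32* (0.24 over PA, SE 0.13) and *MPPED1* (0.71 over PA, SE 0.29), none past the 2-fold criterion. *CAP2* had 533.6 ± 44.3 CPM in the cortex and 516 ± 53.3 CPM in HIP, a difference within the spread between animals.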

The module M9 and M10 were composed of genes upregulated in the cerebral cortex (Supplementary Fig. 4b, c, Supplementary Data 4). For example, expression of *SATB2* (in Module M9, Supplementary Fig. 4d) is found in cortical layers II–V, and it functions as a regulator of corticocortical connections^24^. p35 protein (encoded by *CDK5R1*, in Module M10, Supplementary Fig. 4e) is a neuron-specific activator of cyclin-dependent kinase 5 (*CDK5*), and it is essential for *CDK5* function in cortical lamination^25^. In addition, the *CDK5*/p35-regulated kinase *LMTK2* (in M9) also showed high expression in the cerebral cortex.

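*CDK5R1* (ENSMMUG00000009548) had 618 ± 39.2 CPM (SD, n = 8) in the cortex and 570 ± 69.0 CPM in THA. Its log2FC of 0.12 (SE 0.13) did not exceed the spread between animals, and it was not called.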

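*LMTK2* (ENSMMUG00000015477) had 352 ± 29.8 CPM (SD, n = 8) in the cortex and 258 ± 34.3 CPM in PA. The cortex was highest in 8 of 8 animals, with a log2FC of 0.45 over PA (SE 0.12), below the 2-fold criterion.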

To examine subtle differences between cortical lobes, we next performed WGCNA on cortex samples only. We identified a gene module (Occipital module, 230 genes, Fig. 3d, Supplementary Data 5) highly correlated with the occipital lobe where the primary visual cortex lies. 

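With the first component of the 230 genes of Supplementary Data 5 as the module score over the 248 cortex samples, Pearson's *r* with the occipital lobe was 0.736 and Spearman's rho 0.505. As only 24 of the 248 samples are occipital, rho would stay low even with full separation and is not comparable with *r*. As the authors formed this module from these same samples and named it for its relation to the occipital lobe, a permutation of the labels is no test of this relation, and no p-value is given. Without the 2 samples farthest from the median, *r* was 0.716. The score was 2.25 ± 0.52 (SD, 24 samples) in the occipital lobe and -0.241 ± 0.694 (224 samples) in the other lobes. By sub-region it was 2.59 ± 0.228 in the posterior and 1.79 ± 0.51 in the anterior superior occipital gyrus and 2.36 ± 0.436 in the inferior occipital gyrus (n = 8 each). The next was the cuneus gyrus (CuG) of the parietal lobe, at 1.42 ± 0.662. In 6 of 8 animals all occipital samples lay above all others. Without the log transformation *r* rose to 0.803.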

Several genes related to visual sensory pathway were found among the top hub genes in this module (Fig. 3e). For example, parvalbumin (*PVALB*), which was previously reported to be expressed in GABA-ergic interneurons of visual cortex^26^, was ranked top. 

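Counts were summed over the sub-regions of each lobe within each animal, and the occipital lobe was tested against the mean of the other 4 lobes with the animal as a block. Of 17478 genes tested, the genes higher in the occipital lobe at FDR < 0.05 numbered 5224 and the genes lower in the occipital lobe 4611. Most differences were small, and a lobe sum covers between 3 and 10 sub-regions. Requiring FDR < 0.05 against each other lobe left 4582 genes, the largest move among the alternatives. The genes with the largest increase, higher in 8 of 8 animals, were *CPA6* (log2FC 4.43), *NHLH2* (log2FC 3.60) and *MATN4* (log2FC 3.46), the last at 11.7 ± 3.65 CPM (SD, n = 8) in the occipital lobe. Among genes lower in 8 of 8 animals, *FSHB* was at least 25.0-fold lower, *RHAG* had a log2FC of -5.37 and *FFAR4* of -4.49. *FSHB* is also a pituitary hormone gene, and in the temporal lobe it had 6.24 ± 1.88 CPM.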

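In the occipital lobe *PVALB* (ENSMMUG00000008778) had 129.5 ± 11.7 CPM (SD, n = 8), and the parietal lobe came next with 61.9 ± 7.77 CPM. The frontal lobe had the lowest level, 26.7 ± 5.99 CPM. Its log2FC over the mean of the other lobes was 1.77 (SE 0.067, FDR 1.35e-21), and the occipital lobe was highest in 8 of 8 animals.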

Two other top hub genes, Follistatin-like 1 (*FSTL1*/*OCC1*) and Osteocrin (*OSTN*), have also been reported to be associated with visual sensory activity in primate visual cortex^27^.

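*FSTL1* (ENSMMUG00000002925) had 322 ± 46.4 CPM (SD, n = 8) in the occipital and 110.4 ± 14.6 CPM in the parietal lobe, with a log2FC of 2.07 over the other lobes (SE 0.056, FDR 2.26e-25). *OSTN* (ENSMMUG00000020068) had 50.4 ± 16.0 CPM in the occipital and 8.37 ± 2.29 CPM in the parietal lobe (log2FC 3.42, SE 0.11, FDR 3.78e-23). For both genes the occipital lobe was the highest of the 5 lobes in 8 of 8 animals.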

Within the striatum, we identified genes specific to ACb/CN/putamen using the likelihood-ratio test (LRT) (Supplementary Fig. 4f). 

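The test across ACb, CN and putamen (PUT), 8 samples each with the animal as a block, covered 14827 genes. At FDR < 0.05 and over 2-fold above each other sub-region, 476 genes were called, 214 for ACb, 69 for CN and 193 for PUT. With the paper's detection rule as the filter on low counts, the number rose to 733, of which 462 were among the 476. For CN the largest log2FC over the next sub-region were those of *CFAP161* (ENSMMUG00000021143, 3.20, SE 0.50), *LHB* (ENSMMUG00000015793, 3.13, SE 0.63) and *SLC47A2* (ENSMMUG00000014134, 2.50, SE 0.40). *LHB* has near-identical copies and its counts are uncertain. *SLC47A2* had 10.1 ± 11.7 CPM (SD, n = 8) in CN, so the level varied between animals, while CN was highest in 8 of 8. *CFAP161* and *SLC47A2* were also among the top genes of CC.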

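For ACb the rule gave *CARTPT* (ENSMMUG00000015177), with 45.6 ± 26.6 CPM (SD, n = 8) in ACb and 1.78 ± 1.14 CPM in CN (log2FC 4.63, SE 0.30). Its FDR across ACb, CN and PUT was 1.82e-10 by edgeR's quasi-likelihood test. *RXFP2* (log2FC 3.68, SE 0.65) and *CALCR* (log2FC 3.64, SE 0.40) followed. *CALCR* had 26.9 ± 14.3 CPM in ACb, with a low value in animal 1. All were highest in ACb in 8 of 8 animals. The enrichment of functional terms was not tested here.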

The ACb was enriched with genes involved in cell communication and signaling, suggesting a higher density of synapses. 

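The oligodendrocyte markers *MBP*, *MOG*, *MAG*, *MOBP* and *CNP* were each called for PUT and were higher there than in ACb and CN in every animal. *MBP* had 9804 ± 2270 CPM (SD, n = 8) in PUT, 2781 ± 944 CPM in CN and 2452 ± 796 CPM in ACb, a log2FC of 1.85 over CN. The smallest log2FC among these markers was 1.31, for *CNP*. By the rule for named genes, *TG* (ENSMMUG00000041378) had 19.3 ± 8.07 CPM in PUT and 1.65 ± 1.08 CPM in CN (log2FC 3.54, SE 0.27, FDR 6.53e-10 across ACb, CN and PUT), followed by *PVALB* (log2FC 3.12, SE 0.35) and *KRT77* (log2FC 3.01, SE 0.32).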

Meanwhile, the putamen was enriched with axon ensheathment, reflecting the abundance of myelinated axons. This was in accordance with previous MRI-based findings in human beings that putamen has more myelin than the caudate nucleus^28^. Such difference might be due to the difference in glial subtypes since these regions have similar glial density^29^. 

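Across CA1, CA3 and DG, 101 of 14796 genes were called by the same rule, 71 for DG, 23 for CA1 and 7 for CA3. The count moved most with the detection rule as the filter, to 163. For DG *GALNT5* (log2FC 1.51 over CA3, SE 0.37), *BEST3* (1.49, SE 0.29) and *FUNDC1* (1.46, SE 0.26) had the largest differences. *FUNDC1* shares its symbol with another identifier in the table and is uncertain. For CA1 it was *HSF2BP* (12.9 ± 6.49 CPM, SD, n = 8; log2FC 1.65, SE 0.24) and for CA3 *NPPA* (18.1 ± 7.24 CPM; log2FC 1.42, SE 0.37). Between CBC and vermis (CBV), 32 of 14250 genes were called, 17 for CBC and 15 for CBV. In CBV *OTX2* had 47.4 ± 12.3 CPM and in CBC 2.47 ± 1.77 CPM (log2FC 4.40, SE 0.27), and *CDH8* (log2FC 4.05, SE 0.27) and *MTTP* (log2FC 1.62, SE 0.20) followed. In CBC *LAMP5* (log2FC 1.41, SE 0.14), *WIF1* (1.38, SE 0.19) and *UGT3A2* (1.38, SE 0.19; low in animal 3) were the largest. All named genes were highest in their sub-region in 8 of 8 animals. Without the animal as a block, the paired comparison of CBC and CBV called 10 genes, and *GALNT5*, *LAMP5* and *WIF1* were no longer called.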

Regional overexpressed genes were also found in CA1/CA3/DG (dentate gyrus) of the hippocampus (Supplementary Fig. 4g) and vermis/cortex of the cerebellum (Supplementary Fig. 4h), but functional categories were not significantly enriched in these genes (gene list in Supplementary Data 6–7, and Supplementary Table 7).

### Novel transcripts related to regions and individuals

About 30% of the RNA-seq reads could be mapped to exonic regions of the current rhesus macaque genome annotation (Fig. 4a). This exonic-mapping rate was comparable to RNA-seq dataset on human and chimpanzee brain^30^, and it might be due to the insufficiency of the current annotation. Therefore, we next assembled the unannotated transcripts for each brain region using TACO^31^ (Transcriptome Assemblies Combined into One, v0.7.3, assembly control and conservation analysis in Supplementary Notes 3–4). 

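Reads counted on genes made up 17.4 ± 0.52% (SD, 408 samples) of the paper's properly mapping reads, from 16.0% to 19.1%. Means of the 8 animals spread by an SD of 0.158%. Among region groups the share ran from 16.5 ± 0.192% (n = 8) in OB to 18.4 ± 0.469% in MO. The methods do not say whether a count is a read or a pair of reads. With each count taken as 2 reads, the share was 34.9 ± 1.04%.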

In total, we assembled 53,661 transcripts. 

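The deposited assembly held 53661 transcripts of 22922 genes, with 472927 exons on 23 chromosomes of Mmul 8.0.1. At least 2 exons were found in 45797 transcripts (85.3%), and 7864 had a single exon. Lengths ran from 112 to 43222 nt, with a median of 3654 nt, and 53643 transcripts were longer than 200 nt. The median was 3920 nt for transcripts with at least 2 exons and 2029 nt for those with 1. A single transcript was assembled for 13017 genes, and the largest number for a gene was 94. The transcripts were assembled by the authors from all samples together, so these numbers have no replicate error. Expression of the assembled transcripts was not analysed here.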

Only 6714 (12.51%) transcripts had a perfect match in the current rhesus macaque genome annotation (Mmul 8.0.1.91). We predicted the coding potential of known and novel transcripts using CPAT^32^ (Coding Potential Assessment Tool) (Supplementary Fig. 5a, b) and CPC2^33^ (Coding Potential Calculator). For known transcripts, the prediction accuracy was over 95% when compared with the reference annotation (Fig. 4b). And the prediction accuracy was higher for coding transcripts than non-coding ones. As for novel transcripts, we found a good consensus between CPAT and CPC2 predictions (Fig. 4c).

**Fig. 4:**
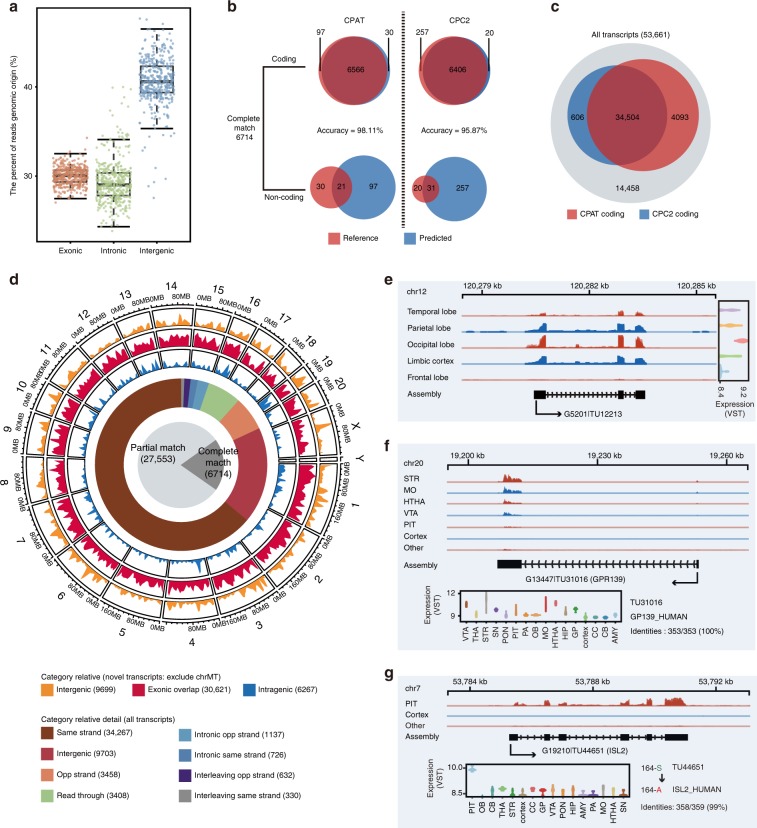
Novel transcripts related to brain regions and individuals. **a** Boxplot showing the percentage of RNA-seq reads mapped to different genomic regions on the rhesus macaque genome. In boxplots, center line, box edges, whiskers, and points indicate the median, upper, and lower quartiles (the 25th and 75th percentiles), 1.5 × interquartile range and outlier, respectively. **b** Venn plot showing the accuracy of CPAT and CPC2 predicted coding potential comparing with the reference transcripts. **c** Venn plot showing the number of coding transcripts with coding potential predicted by CPAT and CPC2. **d** Circos plot shows the distribution of assembly transcripts. The pie chart shows 12.51% transcripts were complete match with reference transcripts. The donut chart shows the composition of the assembled transcripts relative to reference transcripts. The three circles of area charts indicate density of novel intergenic (orange), exonic_overlap (red), and intragenic (blue) transcripts on the genome, respectively. **e** Genome browser view showing lobe-related expression of novel transcript TU12213. **f** Genome browser view showing subregion-related expression of novel transcript TU31016 that is homologous with human protein GPR139. **g** Genome browser view showing subregion-specific expression of novel transcript TU44651, located on chromosome 7.

Most of the assembled transcripts overlapped with exons of known genes (70.2%, 37,675/53,661, Fig. 4d). Still, a considerable proportion of the assembled transcripts were intergenic (18.1%, 9703/53,661), or intragenic (overlapped with introns of known genes, 11.7%, 6283/53,661). Among the intergenic novel transcripts, only 17.5% (1701/9703) intergenic transcripts were predicted as coding transcripts. With our annotation, over 52% of the total reads fell within exons while only <18% were intergenic (Supplementary Fig. 5c).

To explore their potential function, these novel coding transcripts were aligned to human protein sequences from Swiss-Prot (Supplementary Data 8) after in silico translation (see Methods). A total of 222 transcripts were highly conserved with human protein sequences. Eight of these transcripts (*ZNF816*, *ENO1*, *IGBP1*, *VAPB*, *MAD2L1*, *MRPL40*, *ARF1*, *TOMM20*) were annotated at different locations (Mmul 8.0.1.91) with mismatches (Supplementary Table 8). Some of these transcripts had varied expression across different brain regions (Supplementary Fig. 5d), suggesting the potential presence of pseudogenes with active transcription in these regions.

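On Mmul 8.0.1, the assembly placed the *ENO1*-like transcript TU247 on chromosome 1 from 8019456 to 8036299 (minus strand, 12 exons, 1818 nt). *ARF1*-like TU3583 lay on the same chromosome from 139083713 to 139099334 (plus strand, 5 exons, 1900 nt), and *TOMM20*-like TU4889 from 211395916 to 211414782 (minus strand, 5 exons, 3364 nt). *MAD2L1*-like TU40311 was on chromosome 5 from 118906359 to 118914915 (minus strand, 5 exons, 2205 nt). Chromosome 10 held *VAPB*-like TU5354 from 5946307 to 6008055 (minus strand, 6 exons, 8136 nt) and *MRPL40*-like TU6586 from 61137366 to 61141530 (plus strand, 5 exons, 1375 nt). *ZNF816*-like TU26932 was on chromosome 19 from 47847563 to 47869378 (minus strand, 4 exons, 3145 nt). *IGBP1*-like TU52357 was on chromosome X from 64810415 to 64842383 (plus strand, 6 exons, 1400 nt). Each was the only transcript of its assembled gene.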

We next compared the expression level of novel transcripts in different regions of the rhesus brain. We found that TU12213 (on chromosome 12) had extremely low expression in the frontal lobe (Fig. 4e), compared with other cortical lobes. We also found some transcripts that were silent across the entire cerebral cortex. For example, TU31016 (the same protein sequence as *GPR139*) had a prominent expression in the striatum, medulla oblongata, hypothalamus, and VTA, but it was almost silent in the pituitary and cerebral cortex (Fig. 4f). *GPR139*, which was recently recognized as a receptor for *ACTH* and melanocyte-stimulating hormone (*MSH*)^34^, had well-known signaling activity in the above regions. In addition, we identified several region-associated novel transcripts using LRT (Supplementary Fig. 5e), including *DLX2* (TU11217) and *DLX5* (TU34843) in olfactory bulb, *MRGPRE* (TU14465) in pons, GABA receptor *GABRQ* (TU53319) in amygdala and hypothalamus, along with cholecystokinin receptor *CCKAR* (TU39329) in substantia nigra. The absence of these subcortical transcripts in the current annotation was likely due to the fact that previous RNA-seq studies focused on the cerebral cortex of the rhesus macaque brain.

Our data confirmed several previously predicted genes^10^. An interesting case was TU44651, which had 99% similarity with the human gene *ISL2* (insulin gene enhancer protein), with only one mismatched amino acid residue (Fig. 4g). In human tissues, the expression of *ISL2* is highly specific to the pituitary and salivary gland^35^, which coincided with our finding that TU44651 (*ISL2*-like transcript) was specifically expressed in the rhesus macaque pituitary. This explained why the previous study using the caudate nucleus and the cerebral cortex^10^ failed to detect transcripts of *ISL2* in the rhesus macaque brains.

### Novel lncRNAs related to brain regions

LncRNAs played an important role in neurodevelopment and brain function^36^. However, lncRNAs were poorly represented in the current annotation of the rhesus macaque genome. We identified 2845 novel lncRNAs (Methods, Supplementary Data 9) with low coding potential and length > 200 nt. With WGCNA, we identified seven lncRNA modules, five of which showed a high correlation with specific brain regions (Pearson’s *r* > 0.8 and *p*-value < 0.01, Supplementary Fig. 6a, b).

Previous studies suggested that lncRNA might function as a decoy for transcription factors, especially RNA-binding proteins (RBPs), and therefore inhibit their activity^37^. We scanned the lncRNA sequences in each of the lncRNA modules for the enrichment of known RBP-binding motifs and discovered module-specific motifs (Supplementary Fig. 6c). For instance, the lncRNAs in the cerebellum-associated module were enriched in motifs for *RBM38* and *ESRP2*, while the cerebral-specific lncRNAs were enriched in binding sites for *PTBP1*, which is a repressor of the neural-specific splicing program and crucial for neuronal differentiation^38^. The full list of region-specific novel lncRNA modules could be found in Supplementary Data 10.

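Supplementary Data 10 lists 883 transcripts in 6 modules, and all 883 were in the deposited assembly with at least 2 exons. The modules held 278 transcripts for CB, 187 for the cortex, 156 for STR, 150 for PIT, 80 for HIP and 32 for animal 4. Their lengths ran from 203 to 32577 nt. The median length was 3400 nt in the CB module, 2707 nt in that of the cortex, 2017 nt in that of PIT and 1164.5 nt in the module of animal 4. The number of exons ran up to 18.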

### Region-related chromatin accessibility patterns

Previous studies suggest that stimuli could alter gene expression via changes in chromatin accessibility in neurons^13^, which could affect synaptic plasticity, learning, and memory^39^. We performed ATAC-seq to explore open chromatin profiles in the rhesus macaque brain (Supplementary Fig. 7a). We identified ATAC peaks for ITG (inferior temporal gyrus), MFG (middle frontal gyrus), PCG (posterior cingular gyrus), pSOG (posterior superior occipital gyrus), and SPL (superior parietal lobule) regions in the cerebral cortex, as well as the hippocampal CA1 region, in a total of 33 samples (see Methods). The ATAC-seq results were reliable considering short fragment length (Supplementary Fig. 7b), and high mapping rates (over 97.67%, Supplementary Fig. 7c, and Supplementary Table 9). Only 1.5–15.6% (mean 5.3%) of the ATAC-seq reads could be mapped to the mitochondrial genome (MT), which is comparable to previous ATAC-seq studies^40,41^.

ATAC-seq peak calling was then performed for each region (see Methods). We first compared the genomic feature distribution of reproducible peaks shared between multiple brain regions. We discovered that region-specific peaks (found in only one region, noted as reproducible 1) were generally intergenic or intronic. Meanwhile, more conserved ATAC peaks (shared by multiple regions, reproducible 2–6) tended to enrich in promoters. Only 7.4% of all consensus peaks were open in all six regions. Most of these peaks (58.99%) were within 1 kb range of TSS, suggestive of constitutive promoters (Fig. 5a). We further compared the chromatin accessibility profile of hippocampal CA1 with PCG of the cerebral cortex using DiffBind and discovered 268 ATAC peaks with higher accessibility in CA1 and 730 peaks with higher accessibility in PCG (Fig. 5b and Supplementary Fig. 7d, log2FC > 1, BH-adjusted FDR < 0.1, Diffbind). Most of these differential peaks were located in introns or distal intergenic regions, suggestive of enhancers (Supplementary Fig. 7e). Therefore, we then examined the overlap between the differential peaks and known cortical and subcortical enhancers in macaque brain^42^. We found that 23.9% of hippocampal CA1-open peaks overlapped with known subcortical enhancers. In contrast, only 16.9% of the consensus peaks fell within subcortical enhancers (chi-square test *p*-value < 0.001, Fig. 5c). As for cortical enhancers, the majority of PCG-open peaks (~60%) overlapped with known cortical enhancer, whereas only 16% of the consensus peaks fell within cortical enhancers (chi-square test *p*-value < 0.001, Fig. 5d).

**Fig. 5:**
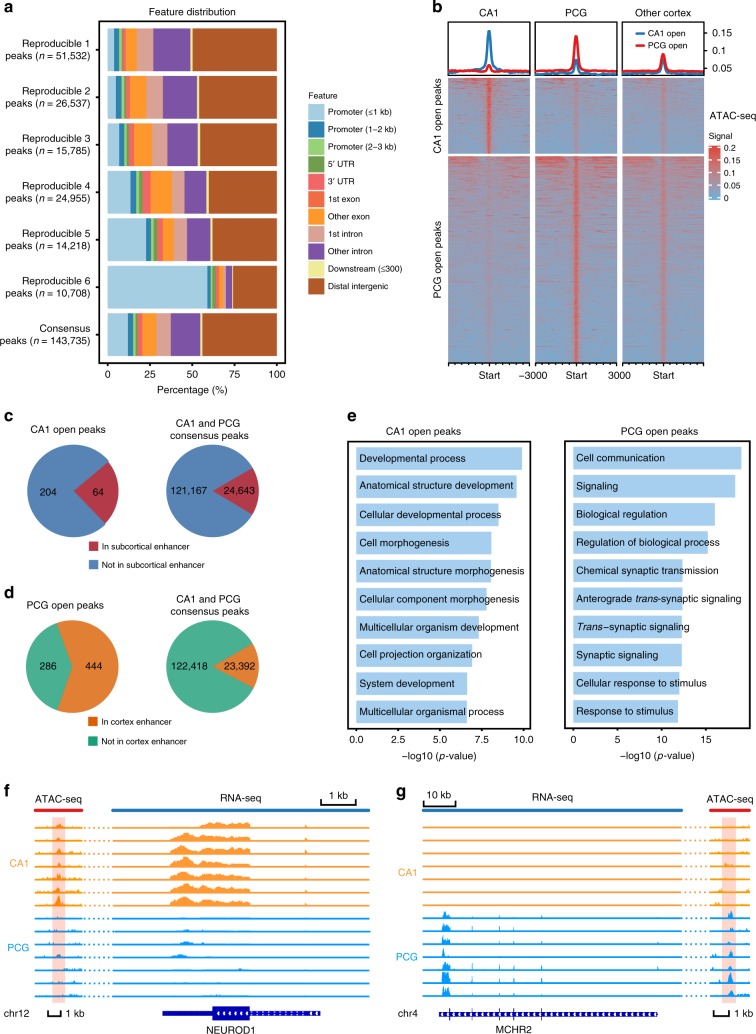
Differential analysis of chromatin accessibility. **a** Accumulated barplot showing the feature distribution of reproducible peaks and consensus peaks of all six regions (reproducible X means peak found in X regions). **b** Heatmaps depicting enriched ATAC-seq signal around cornu Ammonis 1 (CA1)-posterior cingular gyrus (PCG) differential peaks in CA1, PCG and other cortical regions. At the top, the enriched lines showing mean values of ATAC-seq signals around the differential peaks (CA1-open and PCG-open) in CA1, PCG and other cortical regions. **c** Pie charts showing the counts of CA1-open peaks (left) and consensus peaks (right) overlapping with known subcortical enhancers. **d** Pie charts showing the counts of PCG-open peaks (left) and consensus peaks (right) overlapping with known cortical enhancers. **e** Barplot showing the function enrichment of the genes correlated with the CA1-open peaks (left) and PCG-open peaks (right) (Pearson’s *r* > 0.7, FDR < 0.1). **f** Genome browser view showing ATAC-seq signal and RNA-seq expression profiles around the *NEUROD1* loci. The orange shadow represented the CA1-open peak that was correlated with the *NEUROD1* expression. **g** Genome browser view showing ATAC-seq signal and RNA-seq expression profiles around the *MCHR2* loci. The orange shadow represented the PCG-open peak that was correlated with the *MCHR2* expression.

To determine the function of these putative enhancers, we identified 1344 genes associated with CA1-open peaks and 1908 genes associated with PCG-open peaks, based on RNA-expression data (Supplementary Data 11 and 12). The genes associated with CA1-open peaks were mostly involved in development (Fig. 5e), which could be explained by active neurogenesis from prenatal to adult hippocampus^43^. As previously reported, *NEUROD1* is essential for adult neurogenesis in the hippocampus^44^. 

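In the RNA-seq data *NEUROD1* (ENSMMUG00000008296) had 89.0 ± 14.5 CPM (SD, n = 8) in CA1 and 20.5 ± 4.38 CPM in PCG. The log2FC was 2.13 (SE 0.13, FDR 5.08e-08 by edgeR's quasi-likelihood test with the animal as a block), and CA1 was higher in 8 of 8 animals. Of 14533 genes tested between the 2 sub-regions, 684 were higher in CA1 and 671 in PCG at FDR < 0.05 and an absolute log2FC > 1. The total moved most with the detection rule as the filter, to 1868 genes. In CA1 *MFAP5* was at least 123-fold, *EHF* at least 16.3-fold and *NEUROG2* at least 11.6-fold higher than in PCG, where they were at or below the floor of 3 counts. In PCG *SPINK5* was at least 10.8-fold higher, and *TESPA1* and *FREM3* had log2FC of -8.77 and -7.67 for CA1 over PCG. The ATAC-seq samples were not used here, so the correlation with the peak was not computed.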

We discovered significant correlation (Pearson’s *r* 0.78, FDR 0.08, Fig. 5f) between the upregulation of *NEUROD1* (log2FC 2.13) and an open ATAC peak (chr12:43455941–43456219, log2FC 1.71) in CA1. Conversely, the genes associated with PCG-open peaks were enriched in cell communication and synaptic signaling (Fig. 5e), suggesting a higher density of synapses in the cortex. For instance, we observed correlation (Pearson’s *r* 0.88, FDR 0.07, Fig. 5g) between upregulation of *MCHR2* (Melanin Concentrating Hormone Receptor 2, log2FC 6.16) and open peak (chr4:155317171–155317425, log2FC 2.51) in PCG. 

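*MCHR2* (ENSMMUG00000000808) had 7.33 ± 2.86 CPM (SD, n = 8) in PCG, with 45 to 158 counts per sample, and 0.100 ± 0.106 CPM in CA1, with at most 3 counts. Against the floor of 3 counts it was at least 26.1-fold higher in PCG (FDR 3.33e-08 by edgeR's quasi-likelihood test), and PCG was higher in 8 of 8 animals. The fitted log2FC, which depends on the prior count, was -6.04 for CA1 over PCG.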

We further scanned the differential motif enrichment between CA1-open and PCG-open peaks and revealed distinct enrichment of TF-binding motifs (Supplementary Fig. 7f). For instance, we found enrichment of motifs binding to *BCL11A* in CA1-open peaks. Expression of *BCL11A* has been found in the hippocampus and it interacts with *TLX* in regulation of maintenance and self-renewal of neural stem cells in the hippocampus^45^. We identified motifs that bind to cortex-related TFs like Early Growth Response gene family^46^ (*EGR1*, *EGR2*, *EGR3*) and neuronal PAS gene family^47^ (*NPAS1*, *NPAS2*). Our data suggest that the open ATAC peaks that were common amongst different brain regions largely represented promoters, while differential peaks between CA1 and PCG were mostly intergenic or intronic, representative of distal regulatory elements, which were associated with TFs and genes related to the hippocampus and the cortex.

## Discussion

This study provided comprehensive insight into the transcriptome and chromatin accessibility of various brain regions in healthy rhesus macaque, combining RNA-seq with ATAC-seq. Previous transcriptomic studies were mostly longitudinal and focused on the development of rhesus brain^7,11^, and were limited in the number of brain regions^8–10^. In contrast, we profiled the transcriptome of 52 rhesus brain regions, achieving a transcriptomic map with much higher resolution.

We identified genes with brain region-specific expression, especially in deeper brain structures. We also found that the transcriptomes of different cortical regions were more similar within each individual than between individuals, and the opposite was true for lower brain structures such as pituitary, cerebellum, striatum, thalamus, etc. where strong similarities were within each region. Similar findings have been reported in transcriptomic studies of human brains using microarray profiling^48,49^. In this study, we carefully controlled the environmental factor and conditions of the rhesus macaques, so as to minimize the potential confounding factors in human studies. We further compared the rhesus macaque RNA-seq data with previously published data on human brains. Contradicting to the previous findings, correlation of orthologous genes expression between human and rhesus macaque were high in our AMY and HIP samples. However, previous comparison studies between human and rhesus macaque/chimpanzee were mostly based on poly-A RNA-seq^11,18,50^, focusing only on mature mRNA in the brain. It has been reported that the frontal cortex of the human brain had a significantly higher proportion of immature transcripts than liver^30^. Therefore, the immature transcripts in the brain might account for the difference between our study and previously reported results.

We identified a considerable amount of novel coding and non-coding transcripts that were associated with individual or brain regions. These genes had been ignored in previous annotation studies due to expression limited only in certain brain regions^10,51^. Our study further revealed a difference in chromatin accessibility profile between the cerebral cortex and the hippocampus of rhesus macaque using ATAC-seq. The differential open chromatin regions were mostly intergenic or intronic, representative of putative enhancers, which were associated with TFs and genes related to the hippocampus and the cortex. Our results resonated with the known cortical and subcortical enhancers in rhesus macaque brain^42^, and provided insight into the hippocampus-related enhancers. Through the combined analysis of chromatin accessibility and gene expression, our data could contribute to a deeper understanding of genetic regulation in the hippocampus and cerebral cortex of the rhesus macaque brain.

Pooling RNA-seq data from 52 brain regions and 416 samples, along with ATAC-seq data of the hippocampus and the cerebral cortex, we generated a substantial dataset on the brains of the rhesus macaque. Overall, this study added to the growing body of knowledge regarding the normal baseline transcriptome and open chromatin profiles in the brain of rhesus macaque and provided a valuable resource for further neuroscience studies.

## Methods

### Experimental design and animal care

Eight healthy rhesus macaques with balanced age and sex from a single source were used in this study. The eight rhesus macaques were all originated in Southern China and had similar rankings in the group. The macaques were group-housed and lived outdoors. Individuals with the highest or lowest rankings were excluded from this study. The procedure of execution and brain harvest was standardized. For each of the rhesus macaques, the brain was harvested as soon as the rhesus macaque was euthanized to minimize the ischemic time. The brain was then cooled to 4 °C and carefully dissected. The dissected samples were stored in liquid nitrogen before RNA extraction.

During this study, we complied with all relevant ethical regulations for animal testing and research, including the Animal Ethics Procedures and Guidelines of the People’s Republic of China. This study was approved by the Animal Ethics Committee of West China Hospital, Sichuan University.

### Brain dissection and sample processing

For each individual, the brain was dissected into 52 regions by one professional animal anatomist with thorough knowledge of the rhesus macaque brain structures. The time used to harvest each region was between 30 and 60 s, and dissection of 52 brain regions from one brain was completed in about 30 min. For each region, about 2–3 mm^3^ brain tissue were removed. The anatomical landmarks in the rhesus monkey brain atlas (A Combined MRI and Histology Atlas of the Rhesus Monkey Brain in Stereotaxic Coordinates 2nd Edition) and the Brain Maps^52^ (available at http://www.brainmaps.org) were used to locate samples in rhesus macaque brains. The dissection of the brain was carefully performed according to the dissection protocol (Fig. 1b–d, Supplementary Table 1).

In specific, the midbrain was defined as the remaining tissue between diencephalon and pons, after extraction of VTA and SN. To ensure sampling accuracy, only the center of VTA and SN was sampled, possibly leaving residual tissue in the midbrain samples. Therefore, the midbrain samples were excluded in the downstream differential analysis.

### RNA extraction and RNA-seq library preparation

A total amount of 3 μg RNA per sample was used as initial material for RNA sample preparations. RQ1 DNase (Promega) was first applied to remove DNA. RNA degradation and contamination were detected by 1% agarose gels; then, RNA purity was checked using the kaiao K5500® Spectrophotometer (Kaiao, Beijing, China). The RNA integrity and concentration were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

Ribosomal RNA was removed using Epicentre Ribo-Zero™ Gold Kits (Human/Mouse/Rat) (Epicentre, USA). Subsequently, the sequencing libraries were generated following manufacturer recommendations with varied index label by NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, USA).

The details of library construction could be described as follow: First, RNA fragmentation was carried out by NEBNext First Strand Synthesis Reaction Buffer under elevated temperature at 94 °C for 15 min. Subsequently, the first cDNA strand was synthesized using random hexamer primers (primers listed in Supplementary Note 5) and RNA fragments as a template. Second strand cDNA synthesis was then performed using buffer, dNTPs, DNA polymerase I, and RNase H. The library fragments were purified with QiaQuick PCR kits and eluted with EB buffer. Then terminal repair and sequencing adaptor addition were implemented. In order to select cDNA fragments of preferentially 300 bp in length, the library fragments were purified with agarose gel electrophoresis and the UNG enzyme was used to digest the second strand of cDNA. PCR was performed, aimed products were retrieved by agarose gel electrophoresis, and the library was completed. After preparation, the libraries were then sequenced on the Illumina HiSeq X Ten (Hiseq × Ten Reagent Kit v2.5) platform.

### Nuclei isolation and ATAC-seq experimental protocol

The brain tissue was minced into tiny cubes < 0.5 mm^3^ with a scalpel and transferred into a 15 mL conical tube (BD Falcon) containing brain tissue digestion medium (8 mL pre-warmed hibernate-E medium, 1 mg/mL collagenase I and 0.5 mg/mL collagenase IV, 1 mg/ml papain, 10 U/μl DNase I). The tissue was digested on Tube Revolver (0.3 × *g*) for 10 min at 37 °C. The cell suspension was pipetted further to disperse it into single cells and then filtered using a 70-μm nylon mesh (BD Biosciences). The suspension was rinsed with 20 ml PBS twice and immediately placed on ice. After centrifuging at 300 × *g* at 4 °C for 5 min, the supernatant was discarded and the cell pellet was resuspended in pre-cooled 1X PBS (without calcium and magnesium) for counting.

Standard ATAC-seq^53^ was performed. First, to prepare nuclei, we spun 10,000 cells in a 1.5-ml microcentrifuge tube and centrifuged at 500 × *g* for 5 min at 4 °C, which was followed by the supernatant being removed without disrupting the cell pellet. The cells were washed once with 50 μl of cold PBS buffer, centrifuged 5 min at 500 × *g*, 4 °C. Then we removed supernatant. Cells were lysed using 50 µl chilled lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Immediately after gently pipetting up and down to resuspend the cell pellet, nuclei were spun at 500 × *g* for 10 min using a refrigerated centrifuge at 4 °C. To avoid losing cells during the nuclei preparation, we used a fixed-angle centrifuge and carefully pipetted away from the pellet after centrifugation. Immediately following the nuclei preparation, after removing the supernatant without disrupting the nuclei pellet, the pellet was resuspended in the transposase reaction mix (25 μL 2 × TD buffer, 2.5 μL transposase (Illumina) and 22.5 μL nuclease-free water). The transposition reaction was carried out for 30 min at 37 °C. Directly following transposition, the sample was purified using a Qiagen MinElute kit. Following purification, we amplified library fragments using 1 × NEBnext PCR master mix and 1.25 μM of custom Nextera PCR primers 1 and 2^53^ (primers listed in Supplementary Note 5), under the following PCR conditions: 72 °C for 5 min; 98 °C for 30 s; and thermocycling at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min. The libraries were purified using a Qiagen PCR cleanup kit yielding a final library concentration of ~30 nM in 20 μL. Libraries were amplified for a total of 10–15 cycles. Libraries were sequenced on Illumina NextSeq 500 (Next500 kit v2 High Output 150 cycles).

### RNA-seq processing, quality control, and normalization

The pipeline for RNA-seq processing was described in Supplementary Fig. 1e. The fastq files generated by the Illumina workflow underwent read-level quality control before mapping, using FastQC (v0.11.4). For samples with poor read quality, quality trimming was performed using Trim Galore (v0.4.4, Quality Phred score cutoff: 30). The HISAT2^54^ (v2.0.5, default parameters) was utilized for mapping the reads with the Mmul 8.0.1 reference genome and the Mmul 8.0.1.91 transcriptomic annotation GTF (Ensembl, available at http://ftp.ensemblorg.ebi.ac.uk/pub/release-91/gtf/macaca_mulatta/Macaca_mulatta.Mmul_8.0.1.91.gtf.gz). Read counts of genes were generated using HTSeq (v0.6.1), and the read count matrix for transcripts was assembled by prepDE.py script from the StringTie (v1.3.4, with parameter -e) package.

To evaluate RNA integrity at the transcript level, TIN (transcripts integrity number)^55^ was calculated for each sample using tin.py from RSeQC (v2.6.4) tools. The median TIN score (medTIN) across all transcripts was an accurate and reliable measurement of RNA integrity^55^.

A total of 23,651 genes (raw read count higher than 1 in at least three samples) were detected and used in downstream analysis. Normalization of the read count matrix was achieved by DESeq2 (v1.18.1). For visualization, the count data were first transformed using variance stabilizing transformation (VST) function from DESeq2. Then dimension reduction was performed using Rtsne (v0.13, R package).

For genome browser visualization, samtools (v1.35, parameters: view -bf 0x2) was used to filter paired reads from mapped bam file and converted into bedgraph using bedtools genomecov (v2.25.0, parameters: -split -bg). Finally, UCSC bedGraphToBigWig was used to produce bigWig for each of the RNA-seq data.

### Single-cell deconvolution analysis

Deconvolution analysis was performed using CIBERSORT^14^ (available at https://cibersort.stanford.edu/), based on previously published cell-type signatures from single-nucleus RNA-seq dataset of rhesus macaque brain^11^ (available at http://evolution.psychencode.org/files/processed_data/snRNA-seq/rhesus_adult_snRNA-seq_celltype_signature.xlsx). According to previously reported method^11^, the top 24 genes ranked by Preferential Enrichment Measure (PEM) score were selected per cell type to create the signature mean expression matrix. The normalized count matrix in our study and the signature matrix were imported into CIBERSORT. Then, the abundance of cell types in each sample was estimated with default parameters of CIBERSORT. For each region (one sample from each individual, a total of eight samples), the pairwise Pearson’s correlation of cellular composition between samples was calculated.

### Age and sex-related differential gene analysis

A mixed-effect model-based method was applied to analyze our dataset. Mathematically, this model, called the Negative Binomial mixed-effect generative model (NBMEGM), can be written as:

$$\begin{array}{l}Y_{gijkls}\sim NB( {\mu _{gijkl},\theta } ),\\ \log ( {\mu _{gijk}} ) = \alpha _{gi} + \beta _{gj} + \gamma _{gk} + \delta _{gl},\\ g = 1, \ldots ,G;i = 0,1;j = 0,1;k = 1, \ldots ,16;l = 1,2;s = 1,2,3.\end{array}$$

where *Y*_*gijkls*_ represent the *k*-th observed number of sequencing reads of gene *g* from individual *l* at sex level *i*, age level *j*, region *k*, *μ*_*gijkl*_ represent the average parameter of the Negative Binomial distribution with *θ* measuring the rate of over-dispersion, *α*_*gi*_, *β*_*gj*_, and *γ*_*gk*_ are fixed effects, and respectively, denote the effect of age, sex, and region at level *i*, *j*, and *k* for gene *g*, *δ*_*gl*_ is a random effect for gene *g* from individual *l* and follows normal distribution $$N( {0,\,\sigma _{gl}^2})$$. We here assume that *Y*_*gijkls*_ are mutually independent from each other.

In order to avoid the cross-impact of age and sex in detecting the covariant related genes, we implemented permutation-based large-scale hypothesis test^56^ to identify genes that are related to sex and age. For sex-related gene identification, we pooled the four measurements of each gene within the *j*-th age level, permuted them and assigned each two reordered measurements to the cells (*i*, *j*) for *i* = 0, 1. Here cell (*i*, *j*) means a dataset with sex at level *i*, age at level *j*. This procedure was repeated for *j* = 0, 1 to complete one permutation. We conducted all 18 permutations for each gene dataset, fitted NBMEGM to each permuted dataset by using gam method (R package mgcv) and obtained a total of 18 × G *p*-values. These *p*-values are then used to construct the empirical null distribution. The empirical null distribution that constituted by directly pooling the resulted *p*-values can always be biased, as mentioned by these studies^56–58^. This is mainly because this distribution is a permutation distribution under the null hypothesis mixed with the one under the alternative hypothesis, thus could induce a larger variation. We, therefore, applied locfdr method (R package locfdr) proposed by Efron et al.^59^, to adjust the bias brought by the non-null *p*-values and to give an estimation to the real empirical null distribution. The significant genes were then selected according to the standard FDR method based on this estimated empirical null distribution, using fdrci (R package, FDR < 0.1, log2FC > 1). Identification of age-related genes followed the same technical line.

### Gene module discovery

The normalized count matrix was generated using the counts function from DESeq2. goodSamplesGenes (WGCNA, v1.63) was used to eliminate genes with too many missing samples or zero variance. After preprocessing, a total of 23,651 genes measured across 408 samples were left for WGCNA-based gene module discovery. A soft threshold of 6 was chosen using pickSoftThreshold command, and a minimal number of genes per module of 50 were used for one-step network construction and module detection using blockwiseModules.

The gene modules were characterized based on the expression of the module eigengene (ME), and region traits were expressed as a binary matrix. Pearson correlation between each region and each ME was calculated, and the student asymptotic *p*-value was calculated correspondingly. The correlation between a region and a gene module was considered significant if the correlation coefficient was no <0.8 and the *p*-value was < 0.01.

The intramodular connectivity (KIM) was calculated for each of the genes within the highly correlated gene modules using intramodularConnectivity function in WGCNA. Genes with high KIM were considered as representative genes (hub genes).

The samples from the cerebral cortex were used for WGCNA-based discovery of lobe-specific gene modules, with methods described above. A soft threshold of 9 was chosen using pickSoftThreshold.

### Identification of subregion-specific genes

To find sub-regions specifically expressed genes within STR, HIP, and CB, the likelihood-ratio test (nbinomLRT in DESeq2 package, based on negative binomial distribution) was performed comparing full model ~Region + ID with reduced model ~ID. To correct for multiple hypothesis test, Benjamini and Hochberg approach was used to adjust *p*-values (pAdjustMethod BH, DESeq2). Genes with FDR < 0.05 and fold-change > 2 compared with all other regions (pairwise comparison) were used for functional annotation.

### Comparison with human brain RNA-seq datasets

The RNA-seq counts matrix for the human brain was acquired from PsychEncode Human brain evolution (downloaded from http://evolution.psychencode.org/). Regions from the cerebral cortex (A1C, DFC, IPC, ITC, M1C, MFC, OFC, S1C, STC, V1C, and VFC), the amygdala, the cerebellar cortex, the hippocampus, the thalamus (MD), and the striatum were included. Individuals were included if no missing regions were found in the above regions. A total of 5 human individuals and 80 samples were included for comparative analysis.

RNA-seq data from the corresponding regions of rhesus macaque (184 samples) were used for comparative analysis. The orthologous gene list between human and rhesus macaque was acquired from BioMart Ensembl^60^ and 19,810 one-to-one orthologous genes were used for downstream analysis. DESeq2 and limma (removeBatchEffect, v3.34.9) were used for cross-species normalization, and to minimize the batch effect. The top 1000 genes with highest mean expression were selected to calculate correlation between rhesus macaque and human.

The euclidean distance between AMY/HIP and other regions was calculated within individual. The differential expression genes between human and rhesus macaque were computed for each region using Wilcoxon rank-sum test (BH-adjusted FDR < 0.05, |log2FoldChange| > 1).

### Novel assembly of transcriptome

The mapping results of each sample were integrated to assemble a refined transcriptome using stringtie (v1.3.4) and TACO^31^ (v0.7.3). For optimal outcomes, TACO was repeated with a different threshold for --filter-min-expr parameter (from 0.5 to 9.5 at the interval of 0.5) limiting the minimal expression allowed for the assembled transcripts.

Gffcompare (v0.10.4) was used to compare each of the assembled GTF files with the reference transcriptome (Mmul 8.0.1.91), and to estimate the accuracy of the de novo transcriptome assembly by assessing the sensitivity and precision of assembly at the exon and intron levels. F1 score was used to express both the precision and sensitivity, defined as follows:

$${\mathrm{F}}1 = \frac{{2 \cdot {\mathrm{Sensitivity}} \cdot {\mathrm{Precision}}}}{{{\mathrm{Sensitivity}} + {\mathrm{Precision}}}}$$

For exons, maximal F1 score was achieved when --filter--min-expr was 6.5; Meanwhile, for introns, maximal F1 score was achieved when --filter-min-expr was 4.5. Therefore, --filter-min-expr was set to 5.5 for optimal de novo assembly.

### Analysis of coding/orthologous transcripts

The coding potential of the novel transcripts was estimated using Coding Potential Calculator^33^ (CPC2) and Coding Potential Assessment Tool^32^ (CPAT v1.2.4) with default parameters. For CPAT, the optimal cutoff value for coding probability (CP) was determined with a two-graph ROC curve. To achieve maximal specificity, a transcript was considered as with coding potential only if both CPC2 and CPAT predicted it as coding. Refcomp from TACO was used to find any overlapping between novel coding/non-coding transcripts and previously known transcripts, identifying intergenic/intronic novel transcripts.

As for orthologous transcripts with human, optimal ORF regions were identified for each of the novel coding transcripts, using Transdecoder (v5.2.0) with default parameters. ORF regions were scanned for homology to verified human peptide sequence (downloaded from Swiss-Prot through http://www.uniprot.org/uniprot/?query=*&fil=reviewed%3Ayes+AND+organism%3A%22Homo+sapiens+%28Human%29+%5B9606%5D%22) via blast (v2.8.0+) and pfam (release 31.0). One-to-one orthologous transcripts between human and rhesus macaque were identified using InParanoid^61^ (v4.1) with default settings (score cutoff: 100). Gene symbols of orthologous transcripts in rhesus macaque were decided by converting human protein ID into ENSEMBL transcript and gene IDs according to UniProt.

Region-associated novel transcripts were identified using LRT comparing full model ~Rhesus ID + Region with reduced model ~Rhesus ID (FDR < 0.05).

### lncRNA analysis

Based on previous analysis of de novo assembly of transcriptome, we selected novel transcripts located in intergenic region or antisense to known genes. The minimal distance between candidate lncRNAs and the nearest protein-coding genes (annotated by Mmul 8.0.1.91) was set to 1 kb. Also, the candidate lncRNAs should be assigned as non-coding by either CPC2 or CPAT. In addition, transcripts shorter than 200 bases and consisted of one single exon were also excluded to reach the final list of lncRNAs.

Co-expression analysis was performed with these lncRNAs using WGCNA (soft-thresholding powers of 3, other parameters same as above). The lncRNA modules were characterized based on the expression of the module eigengene (ME). The Pearson correlation between each region and each ME was calculated, and Student asymptotic *p*-value was calculated for given correlations. Modules were considered highly correlated if correlation coefficient not <0.8 and *p-*value < 0.01.

For lncRNA modules highly correlated with specific brain regions, RBP motifs enrichment analysis was performed using AME (v5.0.1, default parameters) using all lncRNAs as control sequences. Motifs enriched (adjusted *p*-value < 0.1) in at least one of the modules were included in further analysis.

To further explore the conservation of rhesus macaque brain lncRNAs, we downloaded human lncRNAs from the NONCODE^62^ (*n* = 172,216), LNCipedia^63^ (*n* = 107,039) and GENCODE^64^ (v28, *n* = 28,468). Among them, 2845 novel lncRNAs were aligned to human lncRNAs using blast (v2.8.0+).

### ATAC-seq data processing and analysis

Our pipeline for ATAC-seq data processing could be described as follows (Supplementary Fig. 7a). After removal of adapters (cutadapt v1.18, parameter: -a CTGTCTCTTATACACATCT -A CTGTCTCTTATACACATCT -g AGATGTGTATAAGAGACAG -G AGATGTGTATAAGAGACAG --minimum-length 30 -q 10), paired-end ATAC-seq reads generated from brain samples of rhesus macaque were aligned to the rhesus macaque genome (Mmul 8.0.1, downloaded from ENSEMBL), using bwa mem (v0.7.12) with -M parameter. First, PCR duplicates were removed using Picard (v1.119). Reads mapped to mitochondrial DNA were then excluded. Only uniquely mapped and properly paired reads with insert size <2 kb and mapping quality over 30 were kept for downstream analysis.

ATAC-seq peak calling was performed with Genrich (v0.6, available at https://github.com/jsh58/Genrich, parameters: -r -m 30 -q 0.05 -a 200 -j -y -e MT,Y -b) for each region. ATAC-seq data of the same region from different individuals were treated as replicates in peak calling, to generate peak sets for each region. DiffBind^65^ (v2.12.0) was used to merge peak sets of different regions to generate a consensus peak set, which is defined as the union of input peak sets (peaks were merged if they overlapped by at least 1 bp). For each peak in the consensus peaks, if it overlapped with only one of the six region peak sets, then it was labeled as reproducible in one region (reproducible 1), etc.

DiffBind was also used for counting reads in each peak and differential peak analysis between two regions. Differential peaks were defined as abs(log2FoldChange) > 1 and BH-adjusted FDR < 0.1. As for correlation analysis between open chromatin and gene expression, we first applied TMM normalization (full library size) in DiffBind to normalize the read count matrix of ATAC-seq peaks. We then calculated the Pearson correlation coefficient between the normalized intensity of every ATAC peak (log2(TMM + 1)) and expression of every gene (normalized as VST) within the same chromosomes. Correlated peak-gene pair was defined as peak-gene pair with Pearson correlation coefficient of higher than 0.7 and BH-adjusted FDR < 0.1. The gene-peak distance was defined as the distance between the peak and TSS of the gene within each of the pairs.

The BED files recording ATAC-seq signals were converted to BedGraph using bedtools (genomecov command) and scaled by a factor of 1,000,000/LibrarySize. Then the scaled BedGraph files were converted to BigWig files using bedGraphToBigWig for genome visualization. EnrichedHeatmap^66^ (v1.14.0) was used to visualize normalized ATAC-seq signal around the center of differential peaks (3 kb up- and downstream).

ChIPseeker^67^ (v1.20.0) was used to annotate the function of peaks. To examined the overlap between the CA1-PCG differential peaks and known enhancers, we used the published cortical and subcortical enhancers in macaque brain^42^ on the rheMac3 genome and converted the coordinates to Mmul 8.0.1.91 using UCSC liftOver. We then compared the overlap between the differential peaks with the cortical and subcortical enhancers, and the overlap between consensus peaks and known enhancers, using chi-square test.

Motif enrichment analysis was performed on the differential peak with GimmeMotifs^68^ (v0.13.1, default parameters, motif database gimme.vertebrate.v5.0). Enrichment score was defined as −log10(corrected *p*-value).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Dataset 10

Dataset 11

Dataset 12

Reporting Summary

## Data Availability

Sequencing data are available at the GEO under accession GSE128537. The source data underlying Figs. 1e, 2a–c, 3a, 3c–e, 4a, 4d and 5a, b and Supplementary Figs. 1c, d, 2a, c, 3a–c, 4a–h, 5c–e, 6a–c, 7e–f and 8a–d are provided as a Source Data file.

# Supplementary material for: Transcriptomic and open chromatin atlas of high-resolution anatomical regions in the rhesus macaque brain
**Source:** Nat Commun. 2020 Jan 24;11:474. doi: 10.1038/s41467-020-14368-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Transcriptomic and open chromatin atlas of high-resolution anatomical regions in the rhesus macaque brain**

Yin et al.

### **Supplementary Note 1: RNA-seq quality control information**

Only about 1% of the reads were ribosomal RNA (rRNA, ranged from 0.57% to 1.35%), indicating sufficient rRNA depletion. 

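The sample of the occipito-temporal gyrus of animal 8 had, by the paper's values, a RIN of 4.5 and a medTIN of 74.6, and that of the fusiform gyrus of animal 4 a RIN of 2.6 and a medTIN of 77.5. The former had 10633994 counts and 14073 genes with log2(CPM + 1) > 1, within the 13995 to 14276 genes of the other animals in that sub-region. The latter had 14648181 counts and 14275 genes, within the others' 14062 to 14472.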

Only two samples had an RNA integrity number (RIN) of less than 5, both with high median transcript integrity number (medTIN >70, see methods, Supplementary Figure 1c). The number of expressed genes ( $\log_2(\text{RPKM}+1) > 1$  or 10) in each sample had no correlation with RIN of the sample (Supplementary Figure 1d).

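With log2(CPM + 1) > 1 as the criterion, the number of expressed genes per sample had Pearson's *r* 0.043 (p = 0.492) and Spearman's rho 0.055 (p = 0.618) with the paper's RIN over 408 samples, by permutation within sub-regions. Without the 2 samples farthest from the median RIN, *r* was 0.032. Within each of the 8 animals *r* ran from -0.300 to 0.222, with a mean of -0.022, and 0 of 8 had a Benjamini-Hochberg adjusted p under 0.05 (the lowest was 0.27, raw permutation p = 0.0338). Counting genes with more than 1 count gave *r* 0.152 (permutation p = 0.0356), a measure that rises with sequencing depth.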

### **Supplementary Note 2: Overviewing the RNA-seq data using t-SNE**

The samples from non-cortical regions, like the pons (PON) in the brainstem, clustered by regions. Whereas samples from cerebral cortical regions clustered by individuals. Similar patterns could be seen using various random seed and perplexity parameters of t-SNE (Supplementary Figure 1f-g).

### **Supplementary Note 3: Assembly control of novel transcripts**

We compared the performance of different minimum expression cut-off values using F1 score (factor that reflected both sensitivity and precision, see methods). Maximal F1 score could be achieved at exon level when minimal expression filter set to 6.5 and maximal F1 score at intron level achieved when minimal expression filter set to 4.5 (Supplementary Figure 8a-c). Therefore, we chose minimal expression requirement of 5.5 to assemble the transcriptome with the best possible precision and sensitivity.

### **Supplementary Note 4: Conservation score of novel transcripts**

In order to acquire cross-species conservation of novel transcripts sequences, we downloaded conservation scores from ensembl website (54\_amniotes\_gerp\_conservation\_scores.macaca\_mulatta.Mmul\_8.0.1.bw and 91\_mammals\_gerp\_conservation\_scores.macaca\_mulatta.Mmul\_8.0.1.bw). In these records, positive scores represent highly-conserved positions while negative scores represent highly-variable positions. The bigWigAverageOverBed (v2) was used to compute the average score of each

transcript. We found that most of the predicted non-coding transcripts had close to zero or negative conservation scores, indicating low conservation across the species (Supplementary Figure 8d, e). Meanwhile nearly half of the predicted coding sequence had positive conservation scores. These results suggested that the predicted coding sequences were more conserved across the species and likely to be functional.

### **Supplementary Note 5: Primers**

The PCR primer sequences used in this study were:

1. Primers for RNA-Seq, First strand cDNA synthesis:

Random Primers 5'-NNNNNN-3'

2. Primers for RNA-Seq, PCR Library Enrichment

NEBNext Index 1 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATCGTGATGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 2 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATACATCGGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 3 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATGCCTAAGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 4 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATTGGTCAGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 5 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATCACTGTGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 6 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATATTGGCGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 7 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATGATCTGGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 8 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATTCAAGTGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 9 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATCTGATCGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 10 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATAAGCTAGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 11 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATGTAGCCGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Index 12 Primer for Illumina

5'-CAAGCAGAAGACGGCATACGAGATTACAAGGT  
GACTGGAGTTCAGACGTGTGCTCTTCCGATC-s-T-3'

NEBNext Universal PCR Primer for Illumina

5'-AATGATACGGCGACCAACCGAGATCTACA  
CTCTTTCCCTACACGACGCTCTTCCGATC-s-T-3'

(Where -s- indicates phosphorothioate bond)

### 3. Primers for ATAC-Seq, Transposed DNA fragments amplification

Custom Nextera PCR Primer 1

5'-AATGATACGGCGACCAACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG-3'

Custom Nextera PCR Primer 2.1 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.2 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.3 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.4 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.5 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.6 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.7 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.8 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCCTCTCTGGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.9 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.10 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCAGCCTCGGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.11 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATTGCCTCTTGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.12 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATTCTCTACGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.13 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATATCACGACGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.14 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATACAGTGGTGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.15 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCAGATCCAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.16 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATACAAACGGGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.17 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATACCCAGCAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.18 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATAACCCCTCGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.19 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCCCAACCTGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.20 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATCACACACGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.21 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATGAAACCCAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.22 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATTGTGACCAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.23 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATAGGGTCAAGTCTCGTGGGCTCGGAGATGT-3'

Custom Nextera PCR Primer 2.24 (Contains Barcode)

5'-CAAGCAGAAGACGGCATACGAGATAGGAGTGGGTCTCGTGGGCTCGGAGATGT-3'

# Supplementary Figures

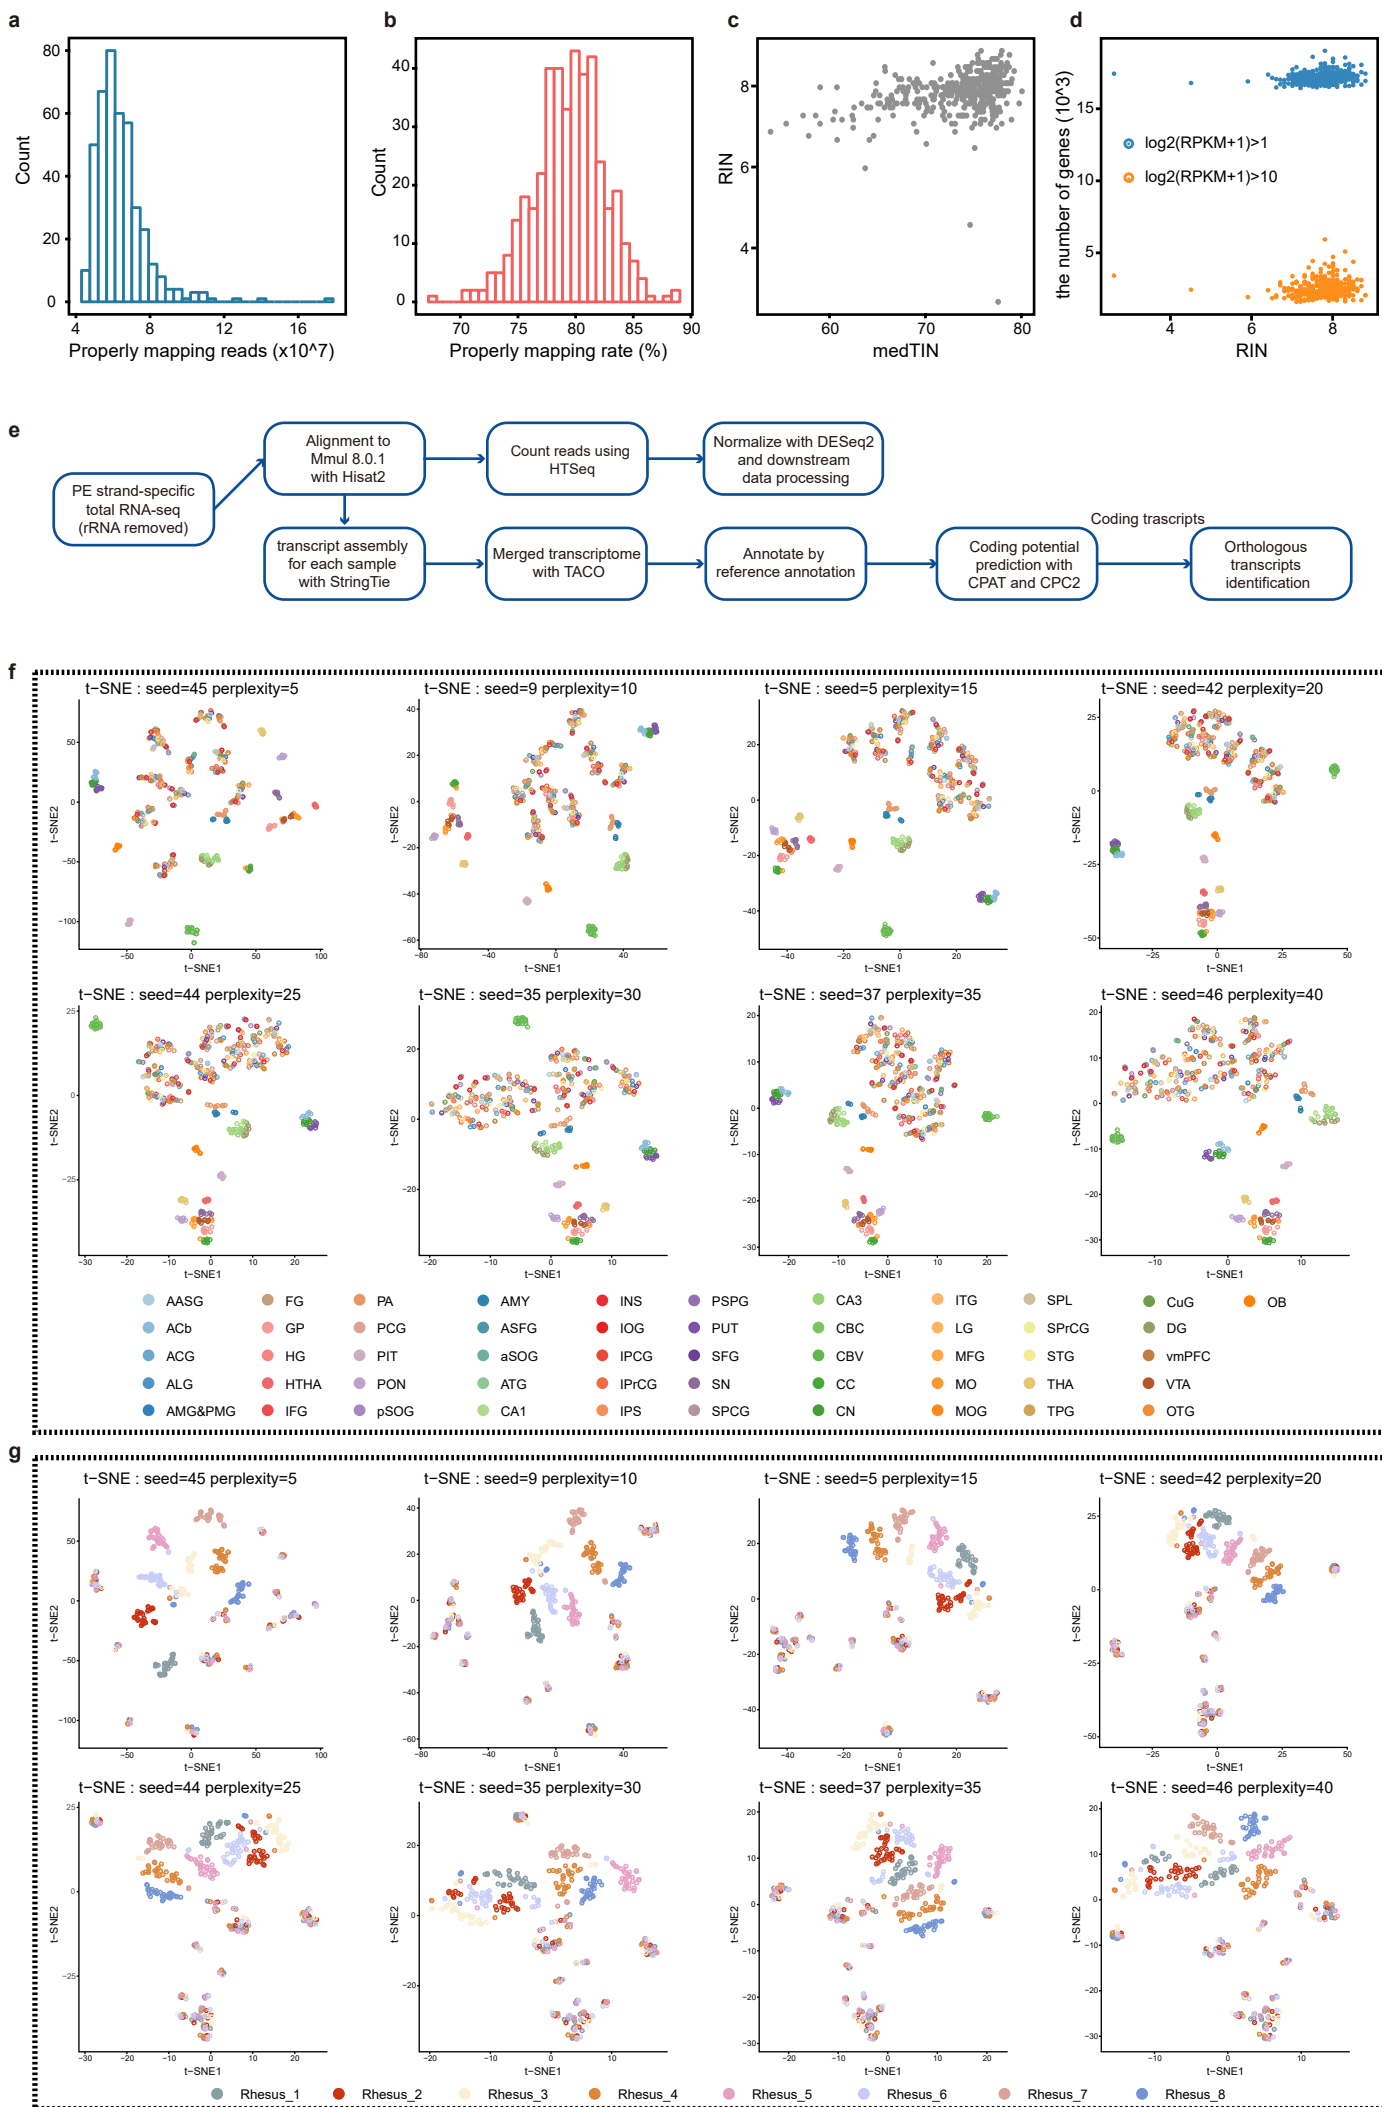

## **Supplementary Figure 1. RNA-seq mapping quality and analysis**

**framework.** (a) Distribution of the properly mapping reads of RNA-seq. (b) Distribution of the properly mapping rate of RNA-seq. (c) Point plot showing the correlation between medTIN (median transcript integrity number score) and RIN (RNA integrity number). (d) Point plot showing the number of genes with  $\log_2(\text{rawRPKM}+1) > 1$  and  $\log_2(\text{rawRPKM}+1) > 10$  against RIN. (e) The pipeline for RNA-seq data processing. (f) t-SNE scatterplot of 408 samples. The dot color represented its origin of region and perplexity setting that varied from 5 to 40. (g) t-SNE scatterplot of 408 samples. The dot color represented its origin of individual and perplexity setting that varied from 5 to 40. Source data are provided as a Source Data file.

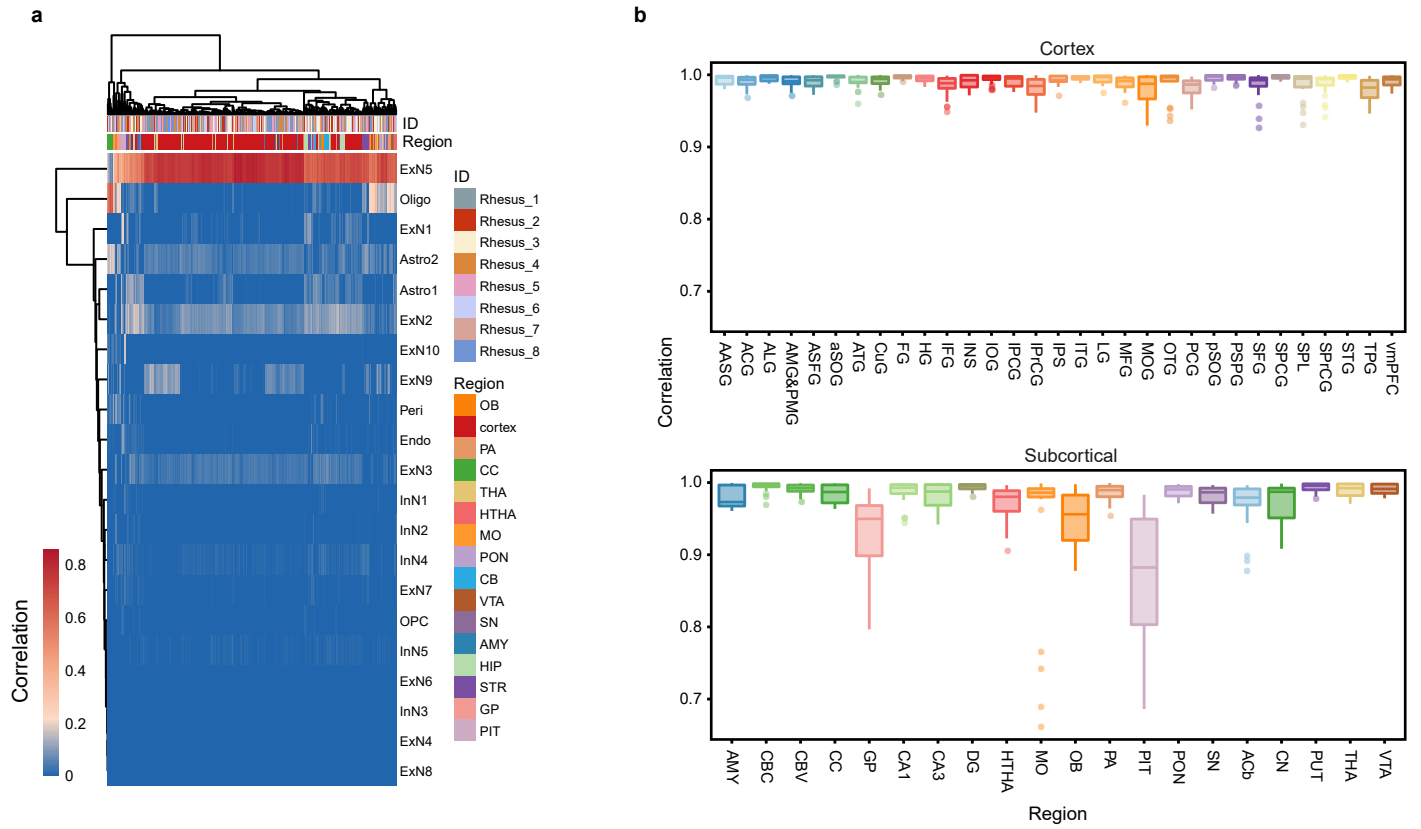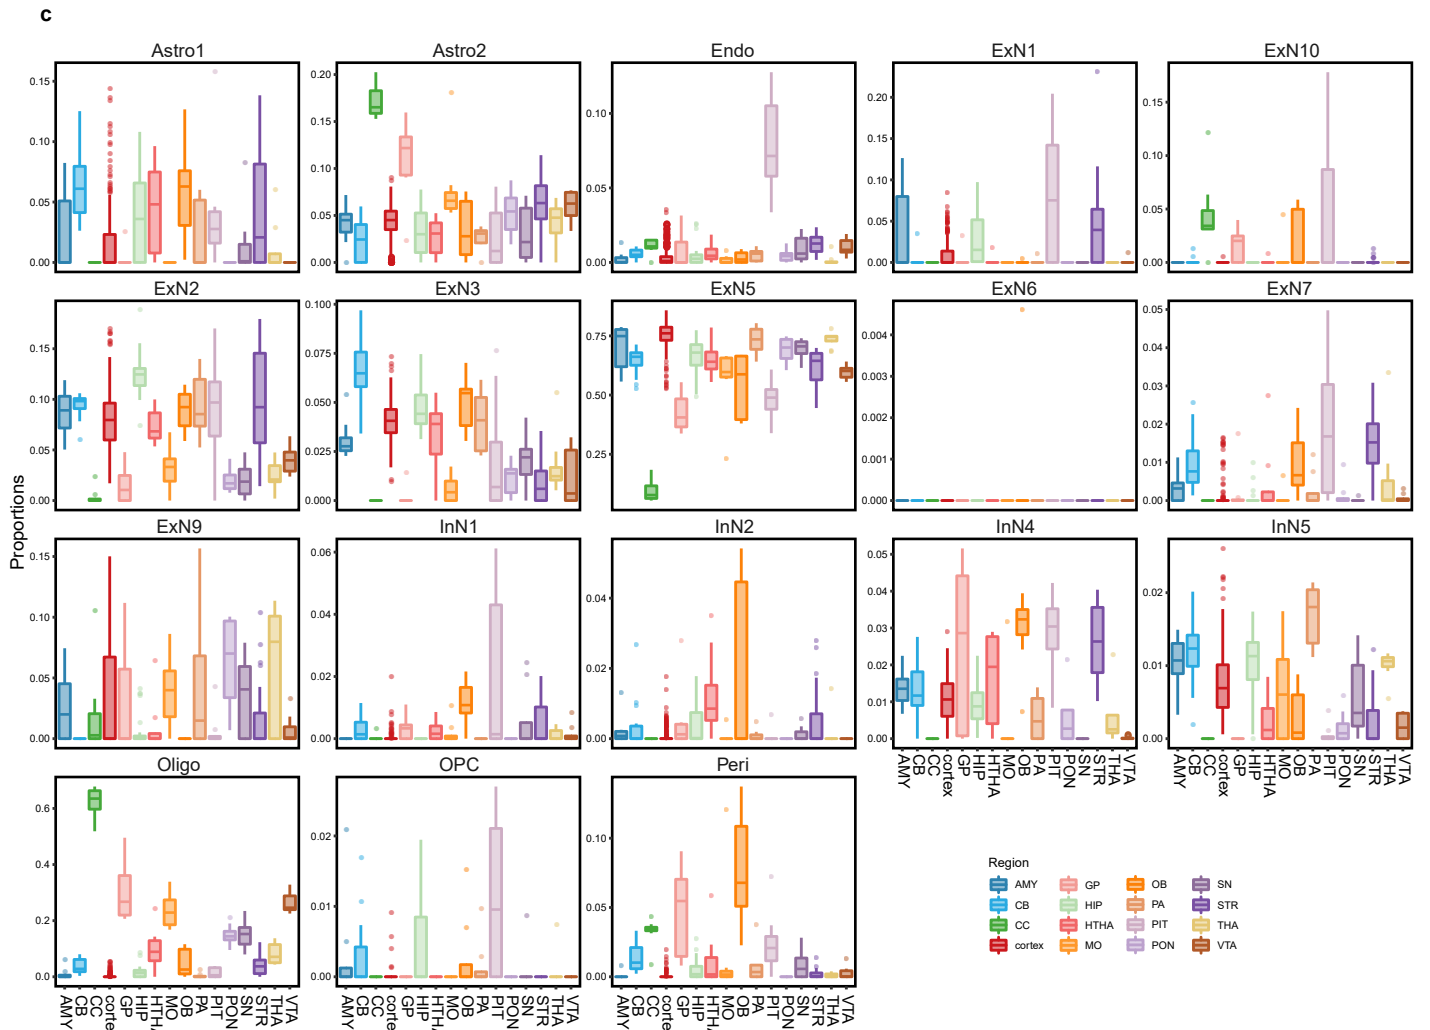

## **Supplementary Figure 2. Bulk tissue deconvolution of macaque**

**brains.** (a) Heatmap showing the proportions of different types of cells in bulk samples. (ExN for excitatory neurons, InN for interneuron, Astro for astrocyte, OPC for oligodendrocyte progenitor cell, Oligo for oligodendrocyte, Endo for endothelial cell, Peri for pericytes). (b) Boxplot showing the distribution of Pearson's  $r$  between inferred cellular composition of individuals in each region (the cortex and subcortical structures). (c) Boxplot showing the distribution of proportions of a certain cell type across the brain regions. In boxplots, center line, box edges, whiskers and points indicate the median, upper and lower quartiles (the 25th and 75th percentiles), 1.5 $\times$  interquartile range and outlier, respectively. Source data are provided as a Source Data file.

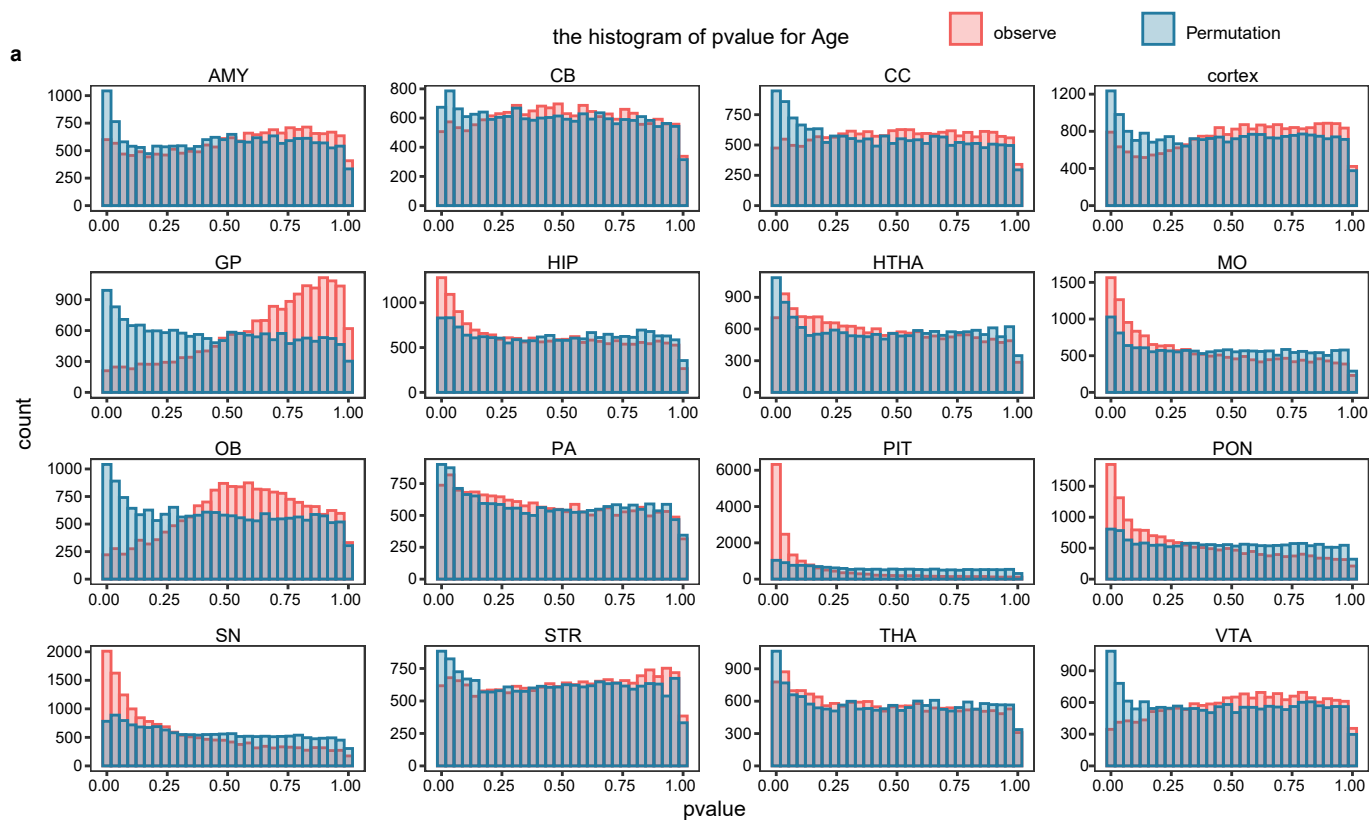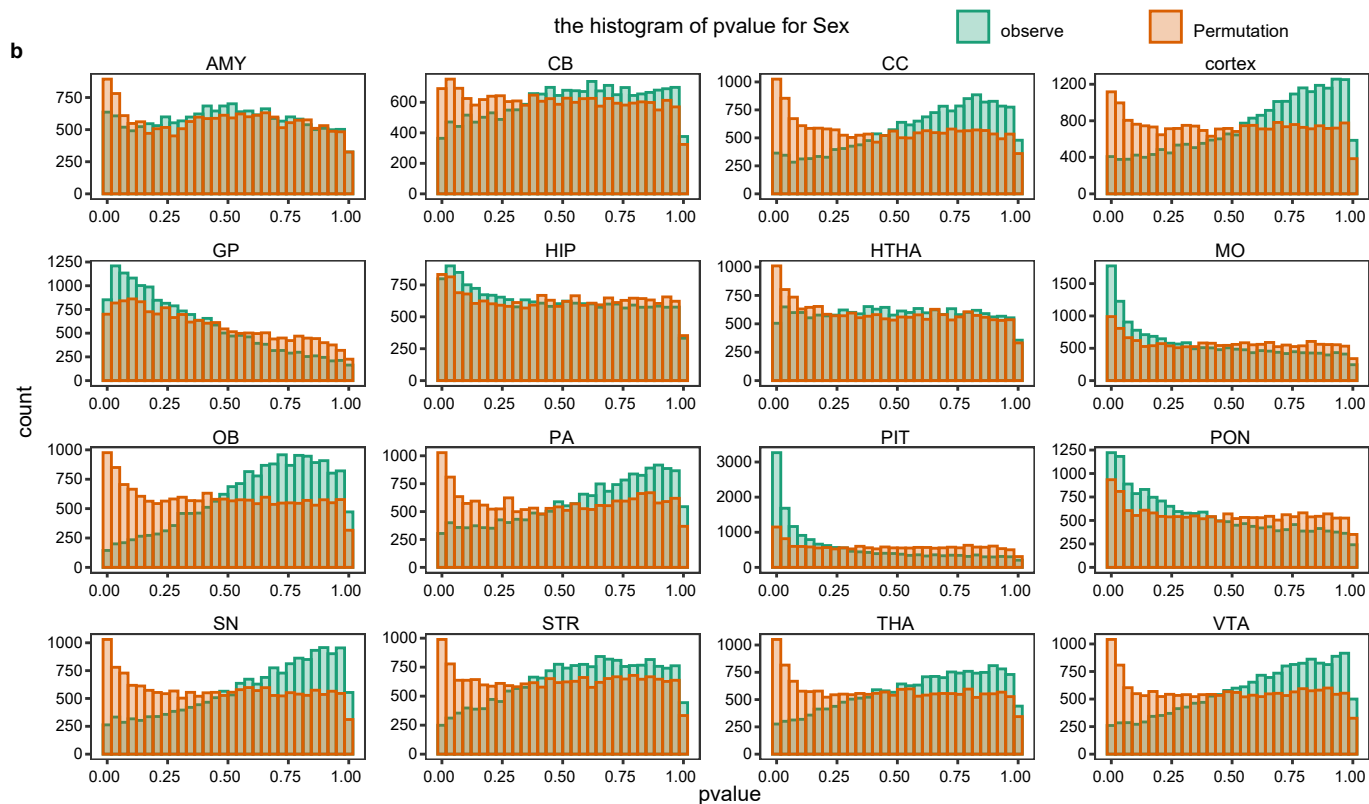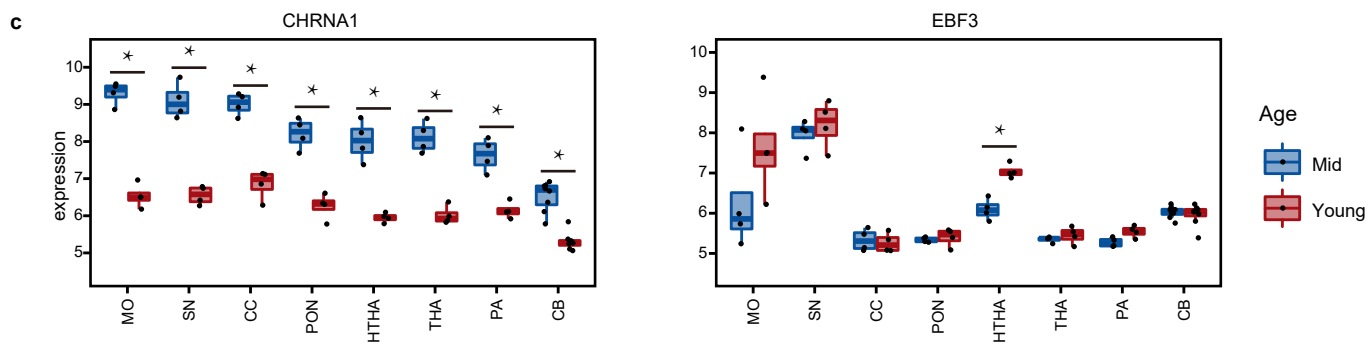

### **Supplementary Figure 3. Age and sex-related differentially**

**expressed genes.** (a) Histogram plot showing the distribution of observed and permutation-based p-value with differential expression analysis between young and middle in each region. (b) Histogram plot showing the distribution of observed and permutation-based p-value with differential expression analysis between male and female in each region. (c) Boxplot showing the expression of CHRNA1 and EBF3 between mid-aged and young. The asterisks indicated  $FDR < 0.1$  in differential expression analysis between the young and mid-aged. In boxplots, center line, box edges and whiskers indicate the median, upper and lower quartiles (the 25th and 75th percentiles) and 1.5× interquartile range, respectively. Source data are provided as a Source Data file. Source data are provided as a Source Data file.

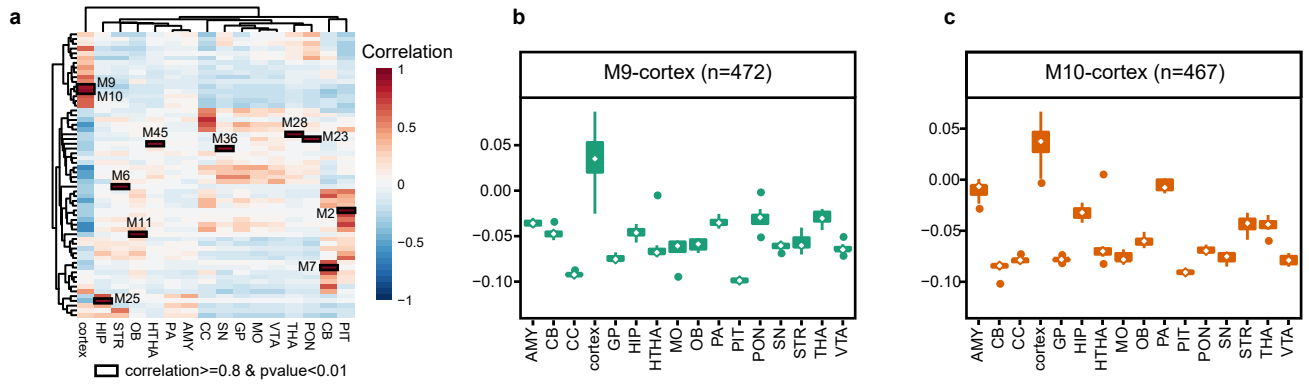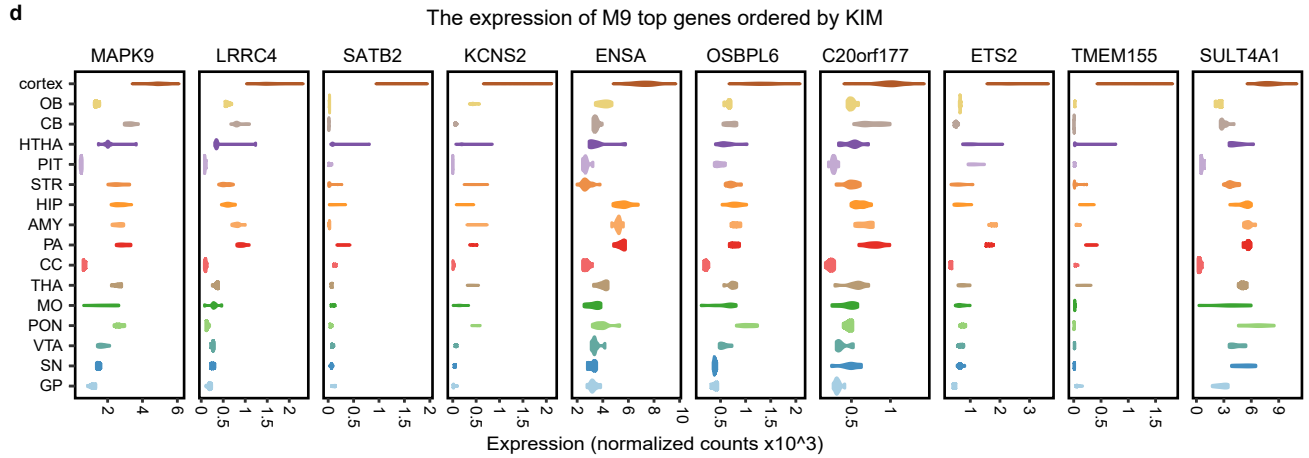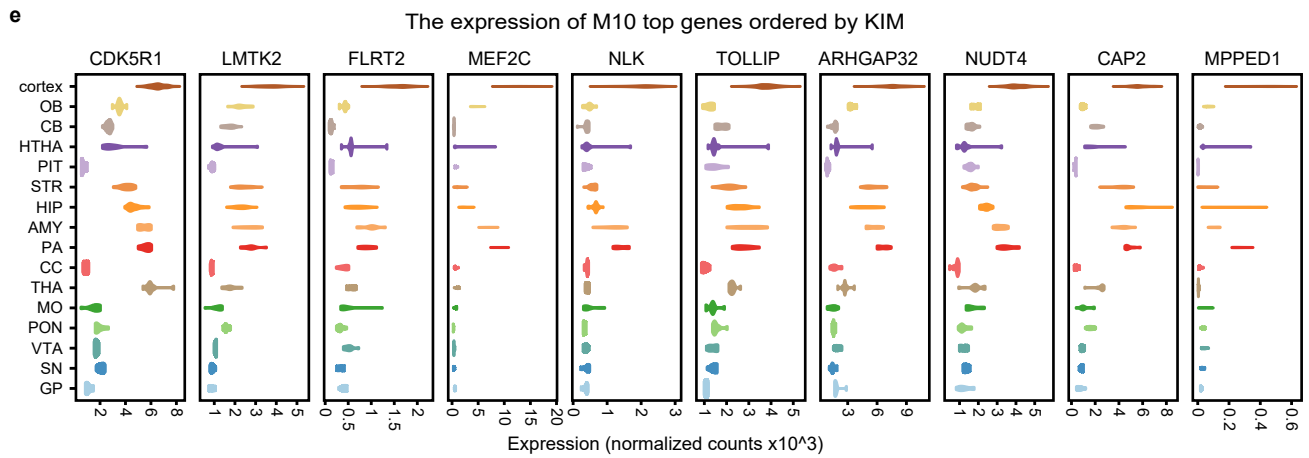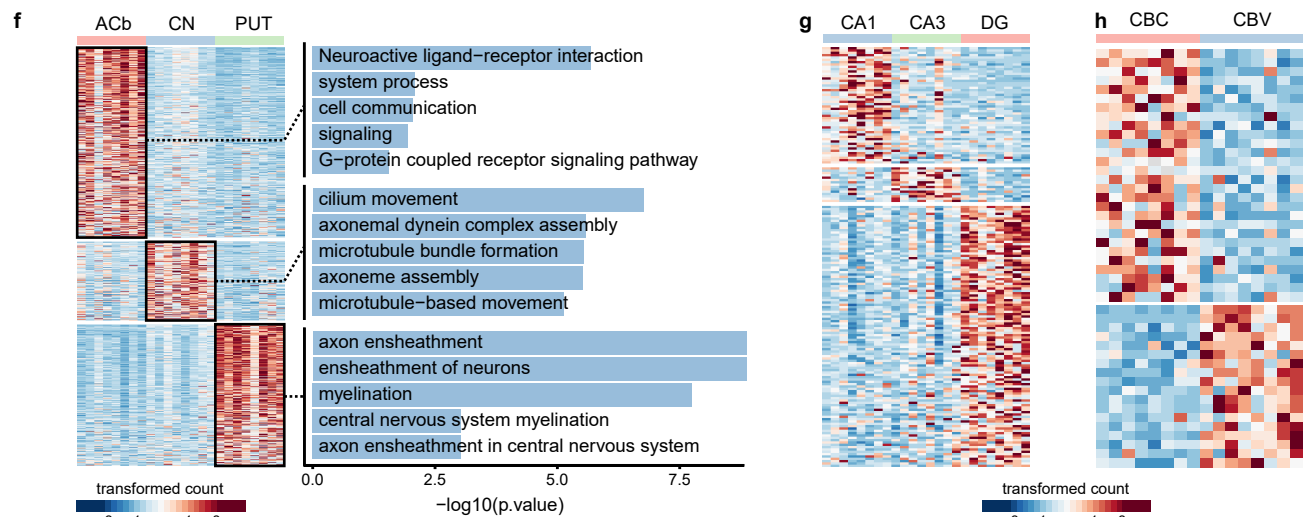

**Supplementary Figure 4. Region-specific modules.** (a) Heatmap showing correlation between sub-regions and gene modules discovered using WGCNA. (b) Boxplot showing expression of the module eigengenes of the cortex specific gene module M9, the parenthesized number represented number of genes in each module. (c) Boxplot showing expression of the module eigengenes of the cortex specific gene module M10, the parenthesized number represented number of genes in each module. (d) Violin plot showing the expression of the top 10 genes in cortex-specific module M9. (e) Violin plot showing the expression of the top 10 genes in cortex-specific module M10. (f) Left: heatmap showing the expression of the subregion-specific upregulated genes in STR. Right: enriched GO-term of subregion-specific upregulated genes. (g) Heatmap showing the expression of the subregion-specific upregulated genes in HIP. (h) Heatmap showing the expression of the subregion-specific upregulated genes in CB. In boxplots, center point, box edges and whiskers indicate the median, upper and lower quartiles (the 25th and 75th percentiles) and 1.5x interquartile range, respectively. Source data are provided as a Source Data file.

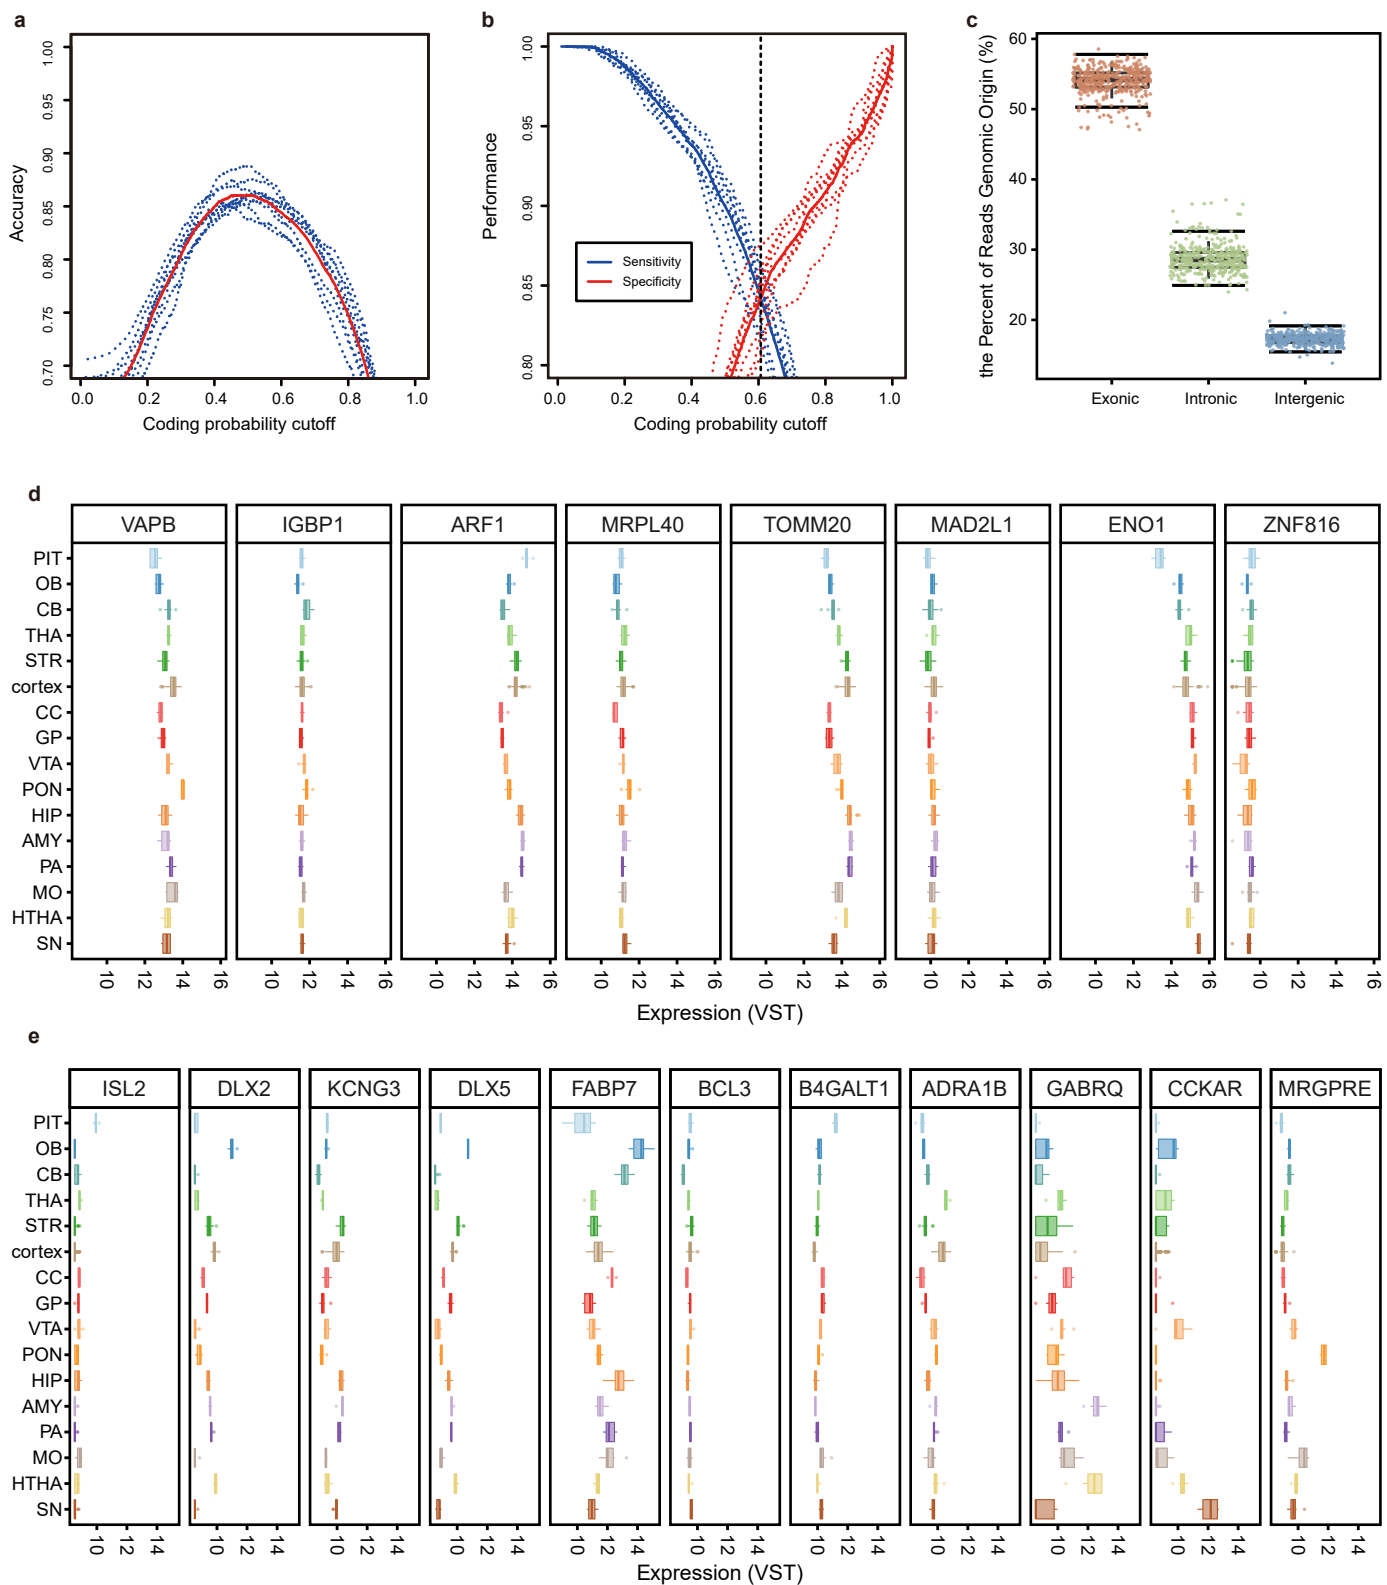

**Supplementary Figure 5. Assembly cutoff and the expression of novel transcripts.** (a) Accuracy versus CPAT coding probability cutoff value. (b) Two-graph ROC curve is used to determine the optimum CPAT probability cutoff value. (c) Boxplot showing the percentage of RNA-seq reads mapped to different genomic regions on the rhesus macaque assembly genome. In boxplots, center line, box edges and whiskers indicate the median, upper and lower quartiles (the 25th and 75th percentiles) and 1.5× interquartile range, respectively. (d) Violin plot showing the expression of eight novel transcripts annotated at different locations (Mmul 8.0.1.91). (e) Violin plot showing the expression of novel signature transcripts. Source data are provided as a Source Data file.

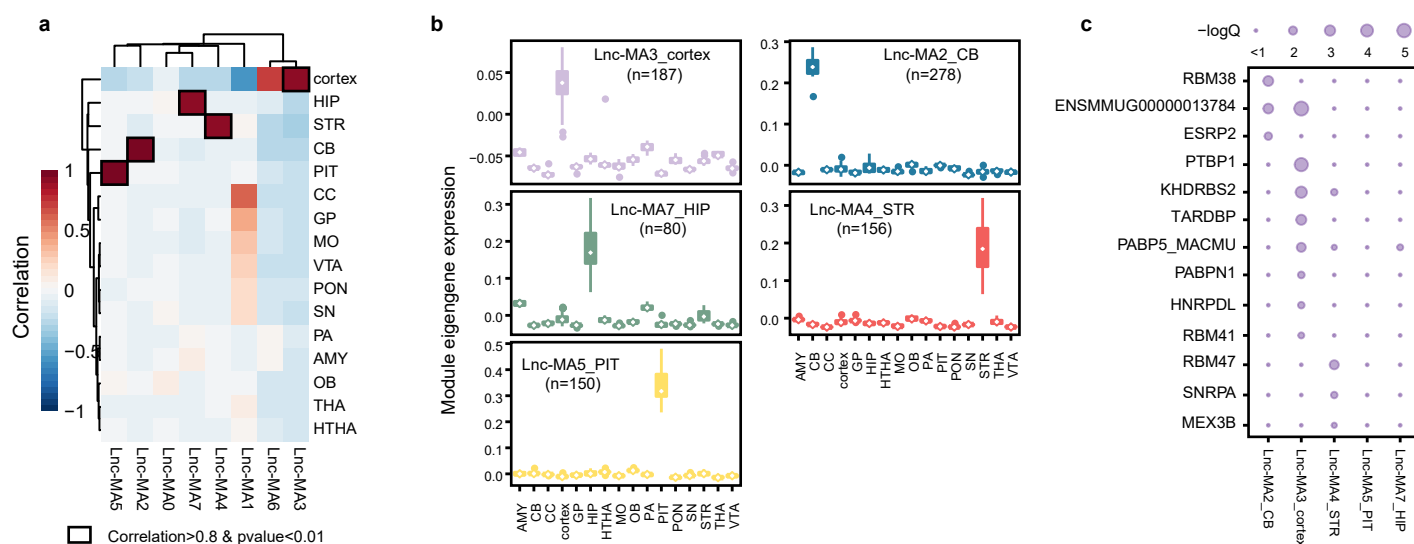

## Supplementary Figure 6. Region-related novel lncRNA modules. (a)

Heatmap showing the correlation between subregions and lncRNA modules. (b)

Boxplot showing expression of the module eigengenes of the region-specific modules, the parenthesized number represented number of lncRNAs in each module. In boxplots, center point, box edges, whiskers and filled dot indicate the median, upper and lower quartiles (the 25th and 75th percentiles), 1.5x interquartile range and outlier, respectively. (c) Bubble plot showing the RBP-motif enrichment of module lncRNA sequences. Source data are provided as a Source Data file.

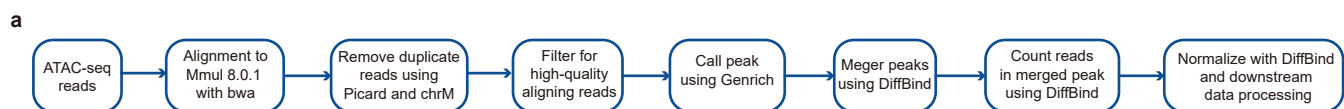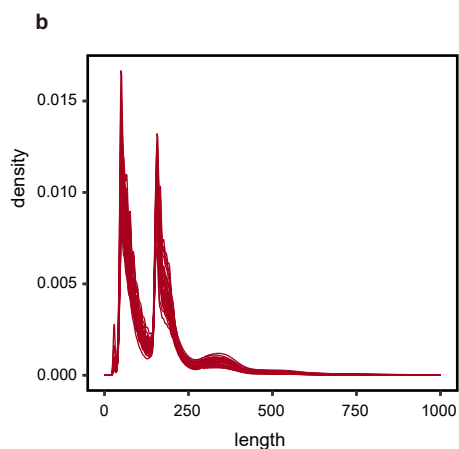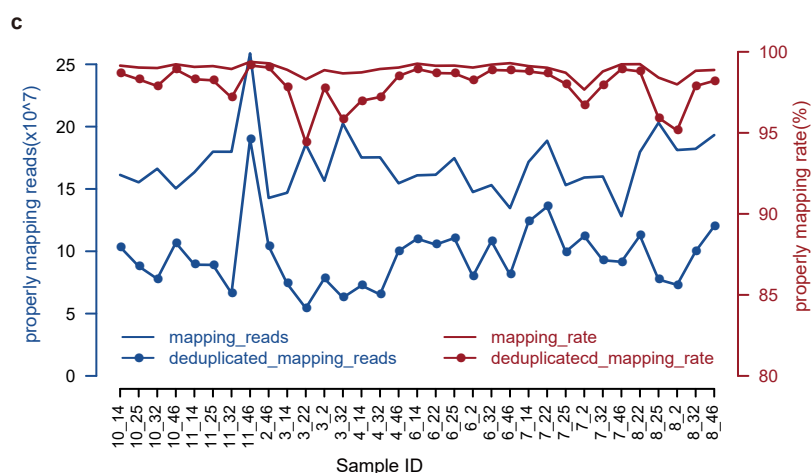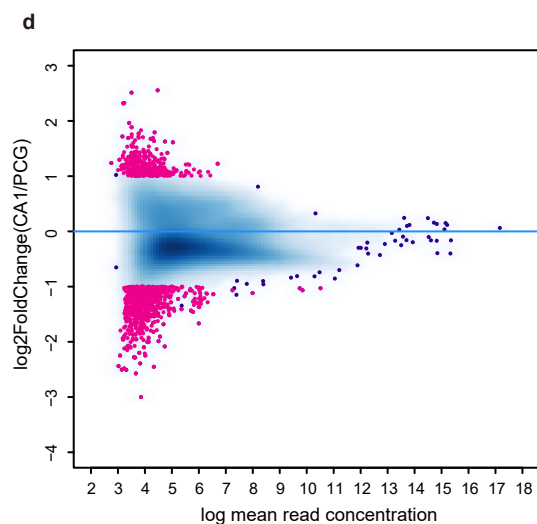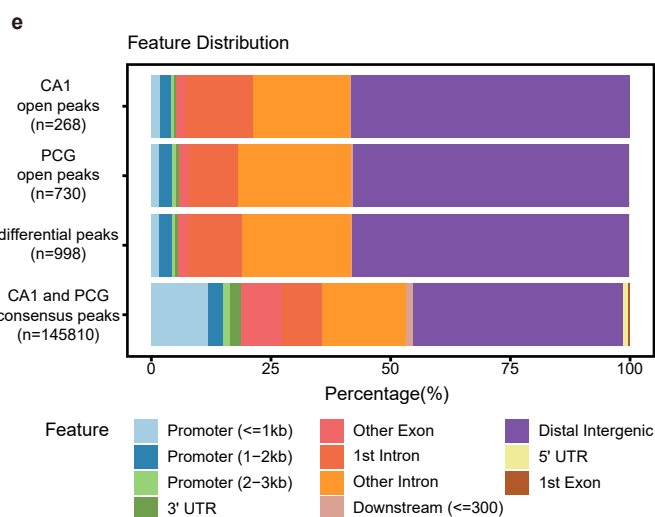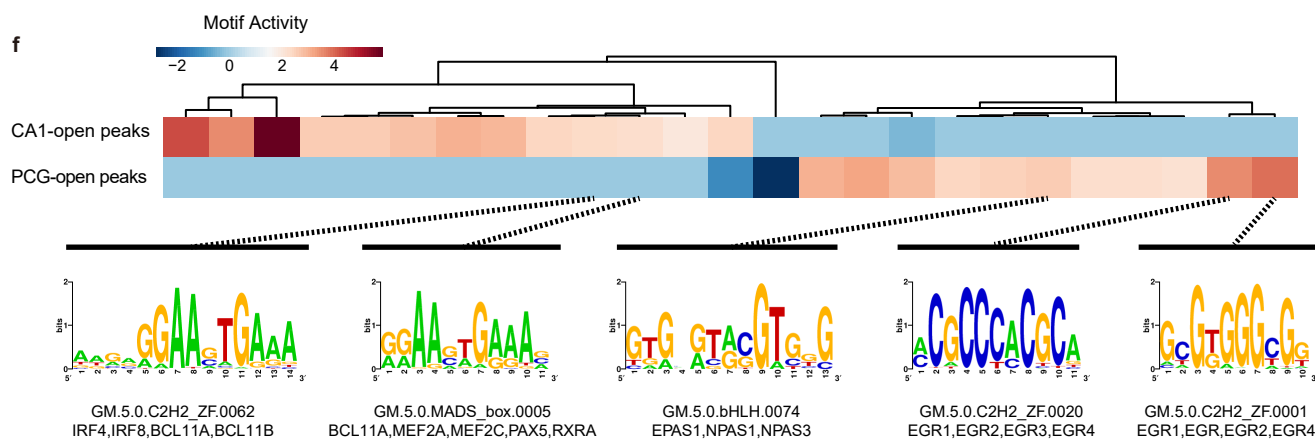

**Supplementary Figure 7. Analysis framework and differential peaks of ATAC-seq.**

(a) The pipeline for ATAC-seq data processing. (b) The distribution of fragments length in ATAC-seq. (c) The plot showing the properly mapping reads and mapping rate of ATAC-seq data. (d) MA plot of CA1-PCG open peak comparison. Points in pink representing differential peaks ( $|\log_2\text{FoldChange}| > 1$ ,  $\text{FDR} < 0.1$ ). (e) Accumulated barplot showing the feature distribution of CA1-PCG differential peaks and CA1-PCG consensus peaks. (f) Heatmap visualizing the motif activity of the top 25 motifs (absolute motif activity  $\geq 2$ ). The color represents the reported motif activity, where the value corresponds to the  $\log_{10}$  of the p-value of the rank aggregation. For high-ranking motifs (red)  $-\log_{10}(\text{p-value})$  is shown, while for low ranking motifs (blue)  $\log_{10}(\text{p-value})$  of the reversed ranking is shown. Sequence logos for motifs enriched in open chromatin regions were shown in the bottom. Source data are provided as a Source Data file.

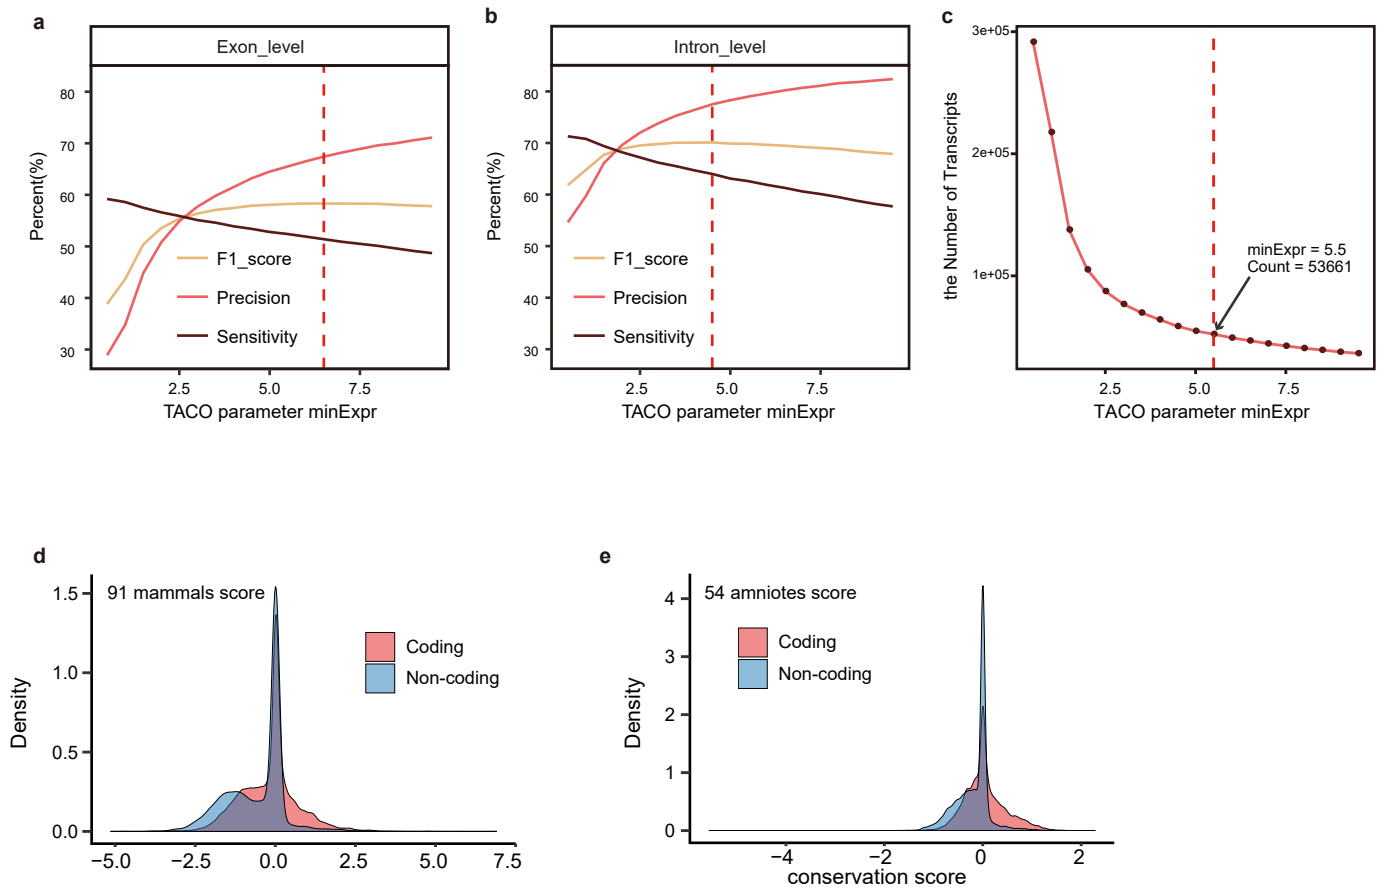

**Supplementary Figure 8. Figures for supplementary notes.** (a) The precision, sensitivity and F1 score under different minimum expression threshold at exon-level in TACO. (b) The precision, sensitivity and F1 score under different minimum expression threshold at intron level in TACO. (c) The number of transcripts under different minimum expression threshold. (d) and (e) Density plot showing the conservation score of novel coding and non-coding transcripts across 91 mammals and 54 amniotes, respectively. Source data are provided as a Source Data file.

## Supplementary Tables

**Supplementary Table 1. The information of sub-regions from Rhesus Macaque brain**

---

**Supplementary Table 2. Rhesus information**

**Supplementary Table 3. The differential expression genes between male and female**

**Supplementary Table 4. Human samples information from PsychEncode**

---

**Supplementary Table 5. Correspondence between human and rhesus macaque in cortex region**

**Supplementary Table 6. The enrichment function of WGCNA modules**

---

**M7-CB**

---

**M10-cortex2**

---

**M11-OB**

---

#### M25-HIP

---

#### M28-THA

**Supplementary Table 7. The sub-region specific genes within CB**

**Supplementary Table 8. Shared gene name between novel transcripts and reference**

**Supplementary Table 9. ATAC-seq mapping information**

# Supplementary material for: Transcriptomic and open chromatin atlas of high-resolution anatomical regions in the rhesus macaque brain
**Source:** Nat Commun. 2020 Jan 24;11:474. doi: 10.1038/s41467-020-14368-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1.** The quality of Rhesus macaque RNA-seq

**Supplementary Data 2.** The differential expression genes between Mid and Young

**Supplementary Data 3.** Species-specific genes between human and rhesus macaque

**Supplementary Data 4.** The gene list of region-related modules

**Supplementary Data 5.** The gene list of lobe-specific modules in cortex

**Supplementary Data 6.** The sub-region specific genes within STR

**Supplementary Data 7.** The sub-region specific genes within HIP

**Supplementary Data 8.** The list of novel coding transcripts

**Supplementary Data 9.** The information of LncRNAs

**Supplementary Data 10.** The list of region-specific modules of novel lncRNA

**Supplementary Data 11.** The links between CA1 open peaks and genes

**Supplementary Data 12.** The links between PCG open peaks and genes

# Supplementary material for: Transcriptomic and open chromatin atlas of high-resolution anatomical regions in the rhesus macaque brain
**Source:** Nat Commun. 2020 Jan 24;11:474. doi: 10.1038/s41467-020-14368-z
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Eight healthy rhesus monkeys with balanced age and sex from a single source were used in this study. For each individual, the brain was dissected into 52 regions. RNA-seq and ATAC-seq were performed.                                              |
| Data analysis   | RNA-seq data was processed using HISAT2(v2.0.5), HTSeq (v0.6.1), DESeq2 (v1.18.1), WGCNA(v1.63), TACO (v0.7.3) and CPAT(v1.2.4) ATAC-seq data was processed using BWA(v0.7.12), MACS2 (v2.1.0.20151222), bedtools(v2.25.0) and CHIPseeker (v1.14.2). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data are available at the GEO under accession GSE128537 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128537&token=olyrwqeybluxrgp>)

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | no sample-size calculation was performed, the sample sizes (8 individuals and 52 regions) were chosen based on previously published studies on rhesus macaque brain. |
| Data exclusions | Samples from the midbrain (n=8) were excluded from downstream analysis except for de novo transcriptome assembly, due to its mixed composition.                      |
| Replication     | No replication.                                                                                                                                                      |
| Randomization   | No randomization performed.                                                                                                                                          |
| Blinding        | This study involved no blinding since sequencing data were quantitative and the results were independent of blinding.                                                |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

# Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Eight healthy rhesus monkeys with balanced age (3-10 years old) and sex from a single source were used in this study                                                |
| Wild animals            | This study did not involve wild animals.                                                                                                                            |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                        |
| Ethics oversight        | The procedure of execution and brain harvest was standardized and in accordance with the Animal Ethics Procedures and Guidelines of the People's Republic of China. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

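RNA of 51 brain sub-regions of 8 rhesus macaques was sequenced after removal of ribosomal RNA, 408 samples in the count table, all of which were used. The animals were 4 males and 4 females, 4 of them young and 4 mid-aged, and are numbered as in Supplementary Data 1. By the paper's methods, the authors trimmed reads of poor quality with Trim Galore 0.4.4, mapped them to the Mmul 8.0.1 genome with HISAT2 2.0.5 and counted them on the genes of Ensembl 91 with HTSeq 0.6.1. The deposited values are whole-number counts per gene, without normalization. The strand and overlap options of the counting are not given in the methods, and the counts of overlapping genes and of near-identical copies are therefore uncertain. The authors assembled transcripts with StringTie 1.3.4 and merged them with TACO 0.7.3, midbrain samples included, and of these the coordinates and exons were used. Gene symbols came from a reference table for 17572 of 30807 genes and from the paper's supplement alone for 418. Where both gave a symbol they differed for 161 genes, and 2422 genes shared a symbol with another gene. RIN, the transcript integrity score medTIN and the numbers of mapped reads are the paper's, from Supplementary Data 1.

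The depth of 7784678 to 31083490 counts per sample (median 10698602) leaves genes with few counts imprecise, and a group in which every sample had at most 3 counts was treated as at the floor, with folds against it given as lower bounds. Counts were read and summarized with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), with TMM normalization, the filterByExpr filter, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested (FDR). The SE of a log2FC is its absolute value divided by the square root of its F statistic. CPM use TMM-scaled library sizes. Counts of region groups and lobes with several sub-regions were summed within each animal. Tests between sub-regions, region groups and lobes had the animal as a block, and the tests for age stage and sex had the other as a covariate. A gene was called for a sub-region or region group at FDR < 0.05 and a fold above 2 against each other one, for the occipital lobe at FDR < 0.05 against the mean of the other 4 lobes, and for age or sex at FDR < 0.1 and an absolute log2FC above 1. CA1 and PCG were compared at FDR < 0.05 and an absolute log2FC above 1.

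Similarity of samples used the variance-stabilizing transformation of DESeq2 1.42.0 over genes with a count above 1 in at least 3 samples, with t-SNE by Rtsne 0.17 at perplexity 30. Module scores were the first principal component of standardized log2 normalized counts of the genes the paper lists. Comparisons over the 8 animals used exact sign-flip permutation tests, and other comparisons used 100000 permutations. Marker lists for oligodendrocytes, neurons, astrocytes, microglia, endothelial cells, choroid plexus, ependymal cells, anterior pituitary, blood, the Y chromosome and X inactivation were written before the data were examined. The genes named in the text are those the paper names at a claim and, for each test and direction or region, the 3 genes with a symbol, a mean of at least 1 CPM in the higher group and the largest absolute log2FC among those past the threshold and changed alike in every animal.

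The tests were run on simulated data with 200 genes changed 4-fold. Of these, 200 were recovered across sub-regions, 199 between paired sub-regions, 200 for a lobe and 197 for age or sex, with 0, 7, 16 and 14 other calls. In the simulation each gene varied on its own with a capped spread, and genes at low levels were not changed. No effect was shared by the genes of an animal. Recovery in the real data may therefore be lower, above all for age and sex. The alternatives tried were DESeq2 in place of edgeR, its size factors in edgeR, the paper's detection rule in place of filterByExpr, a fold above 4, fits with no block or no covariate, each animal left out for age and sex, other transformations and gene sets for similarity, and a pseudocount of 0.1 for the markers. A medTIN covariate for age and sex and detection in at least 4 samples were added after the data were seen. The 33 ATAC-seq samples, the human samples, the expression of assembled transcripts, deconvolution and the module search were not analysed here.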

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

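The tests on the MOG sample of animal 8, on the HTHA sample of animal 4, on depth and on medTIN were chosen only after the result was seen, and the criterion for reading the test on hormone reads in samples other than PIT was changed after its value was seen.

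Single animals lay far from the others in 11 of 202 groups of 4 or 8 samples, where 10.1 are expected by chance. The gap to the nearest other animal, as a share of the range of the group, was 0.713 for *LHX9* in THA (animal 6), 0.648 for *CDH15* and 0.550 for *FAT2* in CB (animal 3), 0.622 for the AMY to CBC distance (animal 3), 0.601 for the share of mapped reads counted in CB (animal 1), 0.588 for *CALCR* in ACb (animal 1), 0.580 for *PDE1B* and 0.575 for *COCH* in STR (animal 2), 0.540 for *UGT3A2* in CBC (animal 3) and 0.529 for *DAZL* in HIP (animal 2). *RAB27B* in the PIT of males was counted in animal 5 only, a share of 1. Animal 3 gave 4 of the 11 and animal 2 gave 3. All 4 of animal 3 include its CBC sample, which had a medTIN of 57.8 against 75.4 to 78.0 in the CBC samples of the other animals. No explanation of these gaps was tested, this low RNA integrity included.

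The difference between animals within a sub-region was smaller in the cortex, with a mean difference of -0.00249. Lower depth outside the cortex is argued against by the median of 10849715 counts there, above that of the cortex. Differing amounts of white matter and neurons are argued against as the whole cause, since after removal of the marker scores the difference was -0.00175 (permutation p = 2e-05). RNA integrity is argued against as the whole cause too, since after removal of the relation to medTIN it was -0.00203 (permutation p = 1e-05, the smallest that 100000 permutations can give). These p-values are over sub-regions of the same animals and measure no spread between animals. Differences in dissection between small non-cortical structures were not tested, and a biological difference stays open as a hypothesis.

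The mean log2 difference of *CHRNA1* between mid-aged and young animals over the 9 region groups the paper lists was 2.74, against 0.893 in the cortex (difference 1.85) and 0.398 in PIT (difference 2.34). As these 9 were listed for a change with age in the same 8 animals, the values are no test of a difference between region groups. In GP, which the paper does not list, the log2FC was 4.28. Single animals as the cause are argued against, since all mid-aged animals lay above all young ones in 15 of the 16 region groups, 9 of the 9 listed among them, and since the log2FC in GP stayed between 3.92 and 4.72 with each animal left out. Age and any technical factor shared by the animals of an age stage were not separated, and age stays open as an explanation.

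The MOG sample of animal 8 held 26378 counts of *GH1* (named *GHV* in the reference), a signal the paper does not report, at 1871 CPM against at most 5.02 in the other MOG samples. It also held 9014 counts of *PRL*, 2433 of *POMC* and 1212 of *CGA*. The identifier taken as *PRL* (ENSMMUG00000020646) also carries the symbol *GHA1*, so its name is uncertain. The ratio of *GH1* to *PRL* uses the same 2 identifiers in every sample. Of 749 pituitary genes compared, 30.3% were higher in this sample than in the other 7 MOG samples. Among the 50 most abundant it was 26%. Over the 749 genes, the highest such percent for another MOG sample was 11.7%. Of 9 pituitary genes that a share of 0.02 of pituitary RNA would show, 9 lay above every other MOG sample. These 9 had a median of 2.75% of the pituitary mean, and pituitary RNA or tissue in the sample is a candidate source. The animal's own pituitary sample is argued against as the source, as the *GH1* to *PRL* ratio in the MOG sample was 55.5 times that in it. Without this sample the *GH1* level of the cortex fell from 8.69 to 1.15 CPM. Over the 400 samples other than PIT, 4 had at least 100 *GH1* counts, and 2 of these 4 held at least 0.1 of the *PRL* counts that the pituitary ratio of the same animal gives. As that ratio ran from 0.00983 to 3.29 between animals, RNA from pituitary samples cannot be told apart from other sources in these 4 samples. No biological explanation was tested.

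The HTHA sample of animal 4 had 55.2 CPM of *KCNS1*, a gene of the cortex, against at most 1.03 in the other HTHA samples. Of the genes called for the cortex, 91.7% were higher in it than in every other HTHA sample, and cortex tissue in the sample is a candidate explanation. A cortex sample under the hypothalamus name is argued against by *OXT*, at 459 CPM. In a search over 5320 sets and samples, chosen after this sample was seen, smaller signs of mixture were found in the MO sample of animal 4 (CC genes), the PON sample of animal 7 (CC genes) and the GP sample of animal 2 (STR genes). Weaker ones, with a median excess of at most 7.78% of the level in the other group, were found in the SN sample of animal 3 (PON genes), the sample of the frontal sub-region vmPFC of animal 3 (AMY genes) and the ACb sample of animal 7 (cortex genes). No biological explanation was tested.

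*TTR*, a choroid plexus gene, had a mean of 726 CPM in CC and ran from 164.7 to 2315 CPM between animals. Over the 8 animals it rose with the other choroid plexus genes (Pearson's *r* 0.935, exact permutation p = 0.00151, Spearman's rho 0.905, *r* without the 2 farthest samples 0.960), and choroid plexus tissue in the samples is a candidate explanation. No biological explanation was tested.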

How the results depend on the processing

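The medTIN covariate for age and sex and detection in at least 4 samples were chosen only after the result was seen, and every other alternative was set before the data were examined.

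With the paper's detection rule as the filter, the number of genes called rose to 733 in the striatum (344 for ACb, 144 for CN), to 163 in the hippocampus (43 for CA1, 16 for CA3) and to 3127 for region groups. Among region groups with few genes the change was larger, from 12 to 68 for AMY, 3 to 17 for GP, 4 to 18 for VTA, 13 to 42 for PA and 16 to 38 for MO. The detection rule admits genes with few counts that filterByExpr leaves out. A fold above 4 left 589 region group genes, by its construction, with 0 for GP, 1 for VTA and 2 each for AMY and PA. Without the animal as a block, the cerebellum had 10 genes (4 for CBC, 6 for CBV) and the occipital lobe 6292, with 3202 genes higher in the occipital lobe, as the paired differences between animals were no longer removed. Against each other lobe, 4582 occipital genes were past the threshold, 2303 among the genes higher in the occipital lobe and 2279 among the genes lower in the occipital lobe.

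The counts for age depended most on the processing. DESeq2 called 802 pairs (461 pairs higher in mid-aged animals and 341 pairs lower in mid-aged animals), the detection rule 644 (405 and 239), a fit with no sex covariate 13 (2 lower) and the fit with medTIN as a covariate 121 (40 and 81). Across the fits that each left out 1 animal the count ran from 3 to 926 pairs, with 2 to 733 higher and 1 to 193 lower. For sex, DESeq2 called 999 pairs (474 pairs higher in females and 525 pairs lower in females) and the detection rule 529 (201 and 328). Leaving out each animal gave 229 to 2235 pairs, with 44 to 1319 higher and 178 to 916 lower. The DESeq2 fit called 40 of the 40 age pairs and 253 of the 256 sex pairs. The cause of these changes was not tested, apart from animal 5, whose effect is weighed with the other observations.

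The share of mapped reads counted was 34.9% with each count taken as 2 reads. The relation of expressed genes to RIN had *r* 0.152 (permutation p = 0.0356) with genes above 1 count, and the mean *r* within animals was -0.022, opposite in sign to that over all samples. The cause was not tested. The main value of each test or count was compared with the alternatives. Of these comparisons, 135 stayed the same, 60 moved, 1 was stronger and 1 was reversed. Only part of those that moved are given above. With the detection rule, the numbers of genes for the cortex, HTHA, SN, OB and STR, among others, also rose. For the 185 other results, mostly single genes, 980 comparisons stayed the same, 30 moved, 74 were weaker and 29 were stronger, and 0 reversed.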

Differences from the paper's values

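The rule of detection in at least 4 samples was chosen only after the values were seen, and all other alternatives named here were set before the data were examined.

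The paper gives 30% for the reads on exons, and the counts were 17.4% of the paper's mapped reads. With each count taken as 2 reads the share was 34.9%, which is within the criterion. The paper's *r* of the pituitary module is 0.987, and 0.946 was found with log values. Normalized counts without log gave 0.987, while VST values (0.959) and the mean of standardized genes (0.955) did not close the gap.

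For counts of genes or pairs, a gap was taken as closed where neither value was more than 1.5 times the other, so that a difference can remain. For sub-regions, the paper's supplement lists 342 genes for ACb and 143 for CN, against 214 and 69 here. With the detection rule as the filter these were 344 and 144. With DESeq2 (218 and 72) and its size factors in edgeR (211 and 70) the gap stayed, and so it did with no replicate block, which gave 52 for CN. The paper's lists have 50 genes for CA1, 15 for CA3 and 112 for DG, against 23, 7 and 71. The detection rule gave 43, 16 and 104, and DESeq2 brought CA3 (10) and DG (81) within 1.5 times of the paper's numbers, still below them, but not CA1 (26). Size factors of DESeq2 in edgeR (23, 6 and 73) and fits without the block (23, 6 and 64) did not close it. For CBC the paper's 28 genes compare with 17. Only 24 of the 28 were found in the count table, and 17 is within 1.5 times of 24. DESeq2 (22) and the detection rule (24) came within 1.5 times of the 28, and the size factors (17) and the fit without the block (4) did not.

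The paper's supplement lists 245 pairs of gene and region group for age, against 40, and 42 pairs for sex, against 256. Of the 256, 96 were pairs of the 6 Y-linked markers, and the paper's 42 include none of these. None of the alternatives set before the data were examined closed either gap. For age these gave 802 (DESeq2), 39 (size factors), 644 (detection rule), 13 (no covariate) and from 3 to 926 (each animal left out). For sex they gave 999, 256, 529, 271 and from 229 to 2235. With medTIN as a covariate, chosen after the values were seen, there were 121 and 272 pairs.

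The paper's 23651 detected genes were reached with a count above 1 in at least 4 samples, chosen after the values were seen, and 24243 with at least 3. The paper proposes that animals differ less in non-cortical structures, and the difference between animals was larger there (0.0139 against 0.0114). The paper names *CDK5R1* and *LMTK2* as genes of cortex modules, and their log2FC over the next region group were 0.12 and 0.45. The paper lists *EBF3* as changed with age. EBF3 mid over young in HTHA was not called (FDR 1.0) except with DESeq2 (adjusted p 0.00394, the lowest over the alternatives, which otherwise gave 0.612 to 1.0). *GH1* in PIT and *CHRNA1* in HTHA, PON and CB, all listed by the paper, were not called with the main settings. DESeq2 and the detection rule each called all 4. *GH1* was also called without animal 5 and with medTIN as a covariate, chosen after the values were seen. *CHRNA1* in HTHA was also called with the size factors of DESeq2, with no covariate and without animal 4, and in PON with no covariate, without animal 4 and with the medTIN covariate.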

Other observations

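The tests on medTIN and the comparison of other splits with at least 100 calls were chosen only after the result was seen, and the criterion for reading the test on microglia markers was changed after its value was seen.

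The labels of samples were reassigned within each animal, or the animals split otherwise, and the tests were repeated. Of 100 assignments, the real one included, 1 gave as many genes as the real one for the striatum, the hippocampus, the cerebellum, CA1 against PCG and the occipital lobe each. For region groups it was 1 of 21. For age, 8 of the 35 splits of the 8 animals into 4 and 4 gave at least as many pairs, the real one included. Another of these 8 is the split by sex, with 271 pairs, which is no grouping by chance. For sex, 5 of 35 splits gave at least as many, the real one included. Other splits gave up to 1041 pairs with the age test and 1491 with the sex test. A grouping of the animals by chance is therefore not excluded for either count. The Y-linked genes are an exception by their nature. Totals also do not show whether the same genes recur between region groups, as among the 33 distinct genes of the 256 sex pairs.

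With the test used for age, another split called at least 100 genes in 9 region groups, 6 distinct splits in all. Other splits with the test used for sex were not compared in medTIN. Among those, animals 1, 2, 6 and 7 against the others gave 1004 pairs. In 6 of the 9 region groups, from 3 distinct splits, the medTIN of the 4 animals in one set did not overlap with that of the others. With the medTIN of the animals permuted in the same way in every region group, at least 6 did so with an exact permutation p = 0.000298. RNA integrity that separates the animals may therefore account for part of these calls, but not by full separation in AMY, HTHA and VTA, where the sets overlapped in medTIN. In 46 of 51 sub-regions the first component of expression followed medTIN, with a median *r* of 0.933, and RIN in 0 of 51 after adjustment (7 at an unadjusted p under 0.05). The sign of a component is arbitrary and was set to make *r* with medTIN positive. The paper calculated medTIN from the RNA-seq data themselves. Without animal 5, the sex test called 1983 genes in PIT (18 with it) and the age test 478 in THA (1 with it). The first component followed medTIN with *r* 0.822 in PIT and 0.814 in THA, and without animal 5 the medTIN of the sexes in PIT and of the age stages in THA did not overlap. A candidate explanation for these 2 rises is RNA integrity. The age test also called more genes without animal 5 in PA (290, and 2 with it) and PIT (151, and 30 with it). There the first component followed medTIN as well (*r* 0.834 in PA), but the medTIN of the age stages overlapped without animal 5, so RNA integrity cannot be told apart from other causes for these rises. Sex and age stay open.

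In the cortex, the nearest sample came from the same animal for 97.2% of samples without the 500 genes that varied most between animals, and for 98.4% after removal of the relation to RIN and medTIN. Both a few genes and RNA quality are thereby argued against as the whole cause. Genetic differences between animals were not tested.

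*ND3*, higher in males in the paper's Supplementary Table 3, was high in animals 1, 2 and 6 and low in male animal 5. All males lay above all females in 0 of the 4 region groups the paper lists, so a difference between animals rather than sex is a candidate explanation. *TTR* in THA, also listed for males, rose over the 8 animals with the other choroid plexus genes (*r* 0.864, exact permutation p = 0.00362, rho 0.810, *r* without the 2 farthest samples 0.771), and choroid plexus tissue in some samples may explain it. In MO, 1 of 5 microglia markers had all females above all males, although the means of all 5 were higher in females, so more microglia in the female samples cannot be told apart from other causes with 4 animals of each sex.

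The highest mean marker score, in log2(CPM + 1), was 9.81 in the cortex for neurons, 9.34 in SN for astrocytes, 6.31 in GP for microglia, 5.32 in GP for endothelial cells, 4.76 in CC for choroid plexus, 4.40 in CC for ependymal cells, 10.80 in PIT for the anterior pituitary and 2.69 in VTA for blood. The gene for X inactivation was not used here.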
